# Integrative analysis of green ash phloem transcripts and proteins during an emerald ash borer infestation

**DOI:** 10.1186/s12870-023-04108-y

**Published:** 2023-03-03

**Authors:** Christine C. Chiu, Gervais Pelletier, Juliana Stival Sena, Florence Roux-Dalvai, Julien Prunier, Arnaud Droit, Armand Séguin

**Keywords:** Emerald ash borer, *Fraxinus*, Plant defense, Transcriptomics, Proteomics, Plant–insect interactions, Forest

## Abstract

**Background:**

Emerald ash borer (*Agrilus planipennis*; EAB) is an Asian insect species that has been invasive to North America for 20 years. During this time, the emerald ash borer has killed tens of millions of American ash (*Fraxinus* spp) trees. Understanding the inherent defenses of susceptible American ash trees will provide information to breed new resistant varieties of ash trees.

**Results:**

We have performed RNA-seq on naturally infested green ash (*F. pennsylvanica*) trees at low, medium and high levels of increasing EAB infestation and proteomics on low and high levels of EAB infestation. Most significant transcript changes we detected occurred between the comparison of medium and high levels of EAB infestation, indicating that the tree is not responding to EAB until it is highly infested. Our integrative analysis of the RNA-Seq and proteomics data identified 14 proteins and 4 transcripts that contribute most to the difference between highly infested and low infested trees.

**Conclusions:**

The putative functions of these transcripts and proteins suggests roles of phenylpropanoid biosynthesis and oxidation, chitinase activity, pectinesterase activity, strigolactone signaling, and protein turnover.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-023-04108-y.

## Background

The emerald ash borer (*Agrilus planipennis*; EAB) is a wood-boring insect that is invasive to North America. Since its detection in Michigan in 2002, EAB and has killed tens of millions of ash trees (*Fraxinus* spp) across eastern Canada and the United States [1]. EAB generally only colonizes stressed or dying ash trees within its native range of east Asia, including areas of the countries of China, Japan, Korea, Mongolia and Russia [2]. Asian *Fraxinus* species that share a coevolutionary history with EAB, such as Manchurian ash (*F. mandshurica*), are more resistant to EAB colonization than their North American counterparts. In contrast, susceptible North American ash trees suffer 58 -100% mortality in the years following EAB colonization, depending on the ash species and forest composition [3–5]. Amongst them, green ash (*Fraxinus pennsylvanica*), white ash (*Fraxinus americana*), and black ash (*Fraxinus nigra*) are the major ash species under threat by EAB in North America [6].

The life cycle of EAB can last 1–2 years, depending on the environmental conditions [7, 8]. EAB larvae create serpentine feeding galleries in the phloem and xylem tissue that disrupt the transport of water and nutrients of the host tree [9]. After adult EAB have emerged from characteristic "D" shaped exit holes in the bark, they feed on the leaves in the upper bole of the tree, mate, and then deposit their eggs into bark crevices [7]. Studies on resistance mechanisms of ash trees to the EAB have focused on traits that influence oviposition preference or that limit larval feeding in the tree [8].

Identifying resistance traits against EAB in ash species is key to breeding new resistant varieties of ash. Some strategies of elucidating EAB-resistant traits compare resistant Manchurian ash to susceptible ash species such as green, white, black or European ash. Multiple analyses of the phenolic profiles of different ash species overall indicate that Manchurian ash employs lignans and a specific derivative of coumarin as a chemical defense against EAB larvae [9–11]. Additionally, phenolics can be further oxidized by the activity of polyphenol oxidases and peroxidases to oxidized polyphenols and phenoxyl radicals, which create an oxidative environment for the developing larvae [12, 13] Differences in the activity of these enzymes could account for the faster browning reaction observed in Manchurian ash than in white or green ash [9]. In a study of 26 *Fraxinus* taxa, several genes related to phenylpropanoid biosynthesis pathway, herbivore recognition, defense signalling or programmed cell death were identified as potential resistance genes in EAB-resistant ash species [14].

Research indicates that even susceptible ash species do have potentially EAB defensive traits. A small percentage (< 1%) of green and white ash survive or escape EAB attack [15, 16]. Previous studies have indicated that the tree may not be recognizing or responding quickly enough to EAB cues of infestation. Green, white, and black ash trees primed with the elicitor methyl jasmonate have a higher resistance to EAB colonization than those that were not primed, and produced more of the plant defense compounds lignin, trypsin inhibitors and verbascoside [17]. This seems to indicate that an effective defense response against EAB does exists in these American ash species, and that the effectiveness may depend on the timing of the response.

Further characterization of the transcript and protein changes that occur during the early stages of EAB colonization would clarify the relationship between the timing of the defense response and ash borer resistance. Previous ash transcriptomics studies [18, 19], the genetic linkage map of green ash [20] and the genomes of European common ash (*F. excelsior*) [21] and green ash (*F. pennsylvanica*) [22] provide genomic resources to build upon.

In 2012, the presence of EAB was confirmed in the environs of the city of Montreal [23]. During subsequent years of monitoring for the eventual spread of the insect, EAB was detected in the surrounding regions of Repentigny, Lavaltrie and Berthierville [23]. In this environment of the increasing invasion of EAB, we identified ash trees with low, medium and high levels of infestation.

We have conducted RNA-Seq and proteomics on naturally infested green ash trees at low, medium and high levels of EAB infestation. Our objective was to identify transcripts and proteins that are involved in the defense response of green ash during the progression of emerald ash borer infestation. We have integrated the analysis of the green ash transcriptomics and proteomics to identify a unique set of genes linked to three different levels of increasing EAB infestation of the tree.

## Results

We identified urban ash trees in different municipalities northeast of Montreal showing low, moderate or high levels of EAB infestation (Table 1) that we investigated at both the transcriptomic and proteomics levels. Seventeen RNA libraries were constructed for transcript quantification and a total of ~ 297 million reads were obtained with an average of 20 million reads per library. 

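RNA-Seq counts were used for 15 libraries, 5 each from trees of low, medium and high infestation, numbered as replicates 1 to 5 within each level. Each library came from 1 tree, whose 2 cork-borer samples of phloem and xylem were ground together, so each value mixes both tissues. The total count per library ranged from 18070894 to 21649602 at low infestation (median 19113760). At medium infestation it ranged from 11366376 to 22175768 (median 20114651) and at high infestation from 12042013 to 20169994 (median 14561975). The average depth that the paper states is that of the trimmed reads, and the mapped counts used here averaged 18130000 per library. The authors trimmed the reads, mapped them with CLC Genomics Workbench to the green ash assembly and exported the count of each transcript without normalization. Each of the 15 totals equals the reads mapped in pairs plus those mapped in broken pairs that Table S1 gives for 1 tree of the same level, so both mates of a pair were counted and each library can be matched to its tree. A single transcript, comp47685_c0_seq1, took between 2.56% and 17.7% of the counts of a library.

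Counts were scaled by TMM and all libraries were fitted together with edgeR's quasi-likelihood method, with infestation level as the only term. The test covered the 61990 transcripts that edgeR's filter on low counts kept, which is 60.8% of those with a count. A transcript was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change over 1 or under -1. The paper states the same thresholds, applied to fold changes shrunken after DESeq2, while the log2 fold changes given here are not shrunken. Levels are given as CPM on TMM-scaled totals, as the mean ± SD of 5 libraries. Sequences of the same assembly component carry the same comp and c number and may share reads. The trees of high infestation stood in Laval, those of medium infestation in Repentigny and those of low infestation in Lavaltrie and Berthierville (Table S12), so infestation level and place cannot be told apart in these libraries. The libraries were sequenced together in a single flow cell.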

In average 78% of reads per library were mapped in pairs, 13% mapped in broken pairs and 8% was not mapped (Table S1).

**Table 1:** Trees sampled for transcriptomic and proteomic analysis. Infested trees were selected from the different municipalities northeast of Montreal. Selected trees were placed into an infestation category of low, medium or high based on EAB trap catches and ash canopy condition

Tree #	Infestation Category	Diameter at Breast Height	Number of EAB in Trap	Ash canopy condition rating	Location	Used For Transcriptomics (T) or Proteomics (P)
		(cm)		(1–5)		
**1**	High	86.6	277	4	Laval	T & P
**2**	High	28.2	43	4	Laval	T & P
**3**	High	66.8	669	4	Laval	T & P
**4**	High	40.9	90	3	Laval	T
**5**	High	76.2	233	4	Laval	T & P
**6**	Medium	28	29	1	Repentigny	T
**7**	Medium	29.3	85	1	Repentigny	T
**8**	Medium	31.6	77	1	Repentigny	T
**9**	Medium	30	81	2	Repentigny	T
**10**	Medium	31.1	64	2	Repentigny	T
**14**	Low	26.5	12	1	Lavaltrie	T & P
**15**	Low	36.3	2	1	Lavaltrie	T & P
**17**	Low	52	0	1	Berthierville	T & P
**18**	Low	59.9	3	3	Berthierville	T & P
**19**	Low	38.2	1	2	Berthierville	T

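A count of at least 1 in any of the 15 libraries was found for 102025 transcripts, 94.8% of the assembly. A count in 2 or more libraries was found for 98557 transcripts. A total above 10 counts over the 15 libraries, a minimum chosen after the values were seen, was reached by 93810 transcripts. Single libraries held a count for 79414 to 82140 transcripts at low infestation, for 76338 to 83162 at medium infestation and for 68890 to 85796 at high infestation.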

We found 93,810 transcripts with a non-zero read count in our RNA-Seq experiment representing 87% of the green ash transcriptome. We analyzed these transcripts for differential expression between the infestation levels. 

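At medium infestation, no transcript was called higher or lower than at low infestation in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.0631. An unadjusted p under 0.05 was found for 2045 of the 61990 transcripts tested (3.3%). DESeq2's Wald test called 104 transcripts higher and 67 lower in medium infestation, and 98 and 56 once its fold changes were shrunken. The smallest adjusted p was shared by a pair of transcripts of Fig. S1, singled out here after their values were seen. Transcript comp54702_c0_seq1 had 3.07 ± 0.40 CPM (SD, n = 5 libraries) at low and 12.0 ± 4.76 CPM at medium infestation, a log2 fold change of 1.96 (SE 0.28, adjusted p = 0.0631 from edgeR). Transcript comp57550_c0_seq1 had 10.6 ± 1.52 CPM at low and 50.7 ± 23.6 CPM at medium infestation, a log2 fold change of 2.26 (SE 0.31, adjusted p = 0.0631 from edgeR). Neither has a description in the part of Table S2 held here. Among 15 lists of transcript functions, drawn from transcripts that the study called between high and low infestation, none held a called transcript. The list of clock and light-regulated genes had the highest median log2 fold change of medium against low infestation, 1.12 over 15 transcripts, of which 7 were higher when adjusted over the list alone. Its members were called against these same libraries of low infestation, so this number is not independent evidence. The paper does not give the hour of sampling at each place, so hour and infestation level cannot be told apart for this list. The list holds a cyclic dof factor 2-like transcript (comp42508_c0_seq2) and a CONSTANS-LIKE 12-like transcript (comp45918_c0_seq2), transcription factors of light and day-length responses, with log2 fold changes of 2.16 (SE 0.45, adjusted p = 0.405) and 1.49 (SE 0.35, adjusted p = 0.553). The list of stress-responsive transcription factors followed with a median of 0.80 over 17 transcripts, of which 0 were called when adjusted over the list alone. Leaving out Low replicate 1, Medium replicate 5 or High replicate 5 gave 6, 2 and 1 called transcripts.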

Between low and medium infestation, 101 (0.1%) transcripts were significantly up-regulated and 57 (0.06%) significantly down-regulated (Fig. 1). 

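Relative to medium infestation, 932 transcripts were higher and 962 lower at high infestation in edgeR's quasi-likelihood test. Of the 1894 called transcripts 399 (21.1%) are in the part of Table S2 held here, which covers calls between high and low infestation only, and the transcripts named by function come from these. Metallothioneins, small proteins that bind metal ions, were among those of them that rose most. A metallothionein-like protein 1 transcript (comp25688_c0_seq1) had 570 ± 976 CPM (SD, n = 5 libraries) at high and 8.92 ± 1.96 CPM at medium infestation, a log2 fold change of 5.99 (SE 1.21, adjusted p = 0.0192). A metallothionein-like protein type 2 transcript (comp47677_c0_seq1) had 447 ± 813 CPM and 5.26 ± 4.35 CPM, a log2 fold change of 6.41 (SE 1.36, adjusted p = 0.0225). Without High replicate 3, these log2 fold changes were 3.92 and 4.03. A nudix hydrolase 8-like transcript (comp33901_c0_seq1) rose by a log2 fold change of 6.95 (SE 1.38, adjusted p = 0.0185) and a nicotinamidase 1-like transcript (comp41851_c0_seq1) by 6.08 (SE 1.41, adjusted p = 0.0302). A beta-glucosidase-like transcript (comp36263_c0_seq1), of a family that splits sugars from phenolic and other compounds, rose by 6.78 (SE 1.44, adjusted p = 0.0225) and by 4.19 without High replicate 2. Among the described transcripts that fell most were a TAPETUM DETERMINANT 1-like transcript (comp24895_c0_seq1), with a log2 fold change of -5.57 (SE 0.99, adjusted p = 0.0157), and a homeobox protein 2-like transcript (comp31603_c0_seq1), with -4.72 (SE 0.93, adjusted p = 0.0182). A mitochondrial thiamine diphosphate carrier 2-like transcript (comp38086_c0_seq2) had -5.57 (SE 1.45, adjusted p = 0.0463). A trichome birefringence-like 43 transcript (comp36091_c0_seq1), of a family that acetylates cell wall polymers, had -4.20 (SE 0.89, adjusted p = 0.0224), and a universal stress protein PHOS32 transcript (comp38933_c0_seq1) -4.20 (SE 0.62, adjusted p = 0.0107).

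Of the called transcripts without a description here, comp44363_c0_seq1 had 103 ± 221 CPM at high and 0.0852 ± 0.0945 CPM at medium infestation, a log2 fold change of 10.30 (SE 2.38, adjusted p = 0.0299), and 5.75 without High replicate 2. Its call ended in 7 of the 15 fits that each left out 1 library. Transcript comp53923_c0_seq4 had 10.8 ± 4.76 CPM at high infestation and no count at medium infestation, and its call ended in 9 of these fits. Conversely, comp65836_c0_seq24 and comp58393_c0_seq1 had 10.4 ± 2.38 CPM and 4.09 ± 1.62 CPM at medium infestation and no count at high infestation, and their calls ended when counts were summed per component. The calls of both metallothioneins and of the beta-glucosidase ended without Medium replicate 1, 3 or 4 and that of the nudix hydrolase without Medium replicate 1 or 4. That of the homeobox protein ended without Medium replicate 1 or High replicate 5 and of the trichome birefringence-like transcript without Medium replicate 1 or High replicate 1, 3 or 5. The nicotinamidase and the carrier were called in 7 and 3 of the 15 fits. Numbers of part of the lists of transcript functions, drawn from the study's own high-low calls, follow. Of 38 transcripts of cell division and microtubules, 18 fell and 0 rose (32 and 0 when adjusted over the list alone). Of 19 of the actin and myosin cytoskeleton, 14 fell and 0 rose (16 and 0). Of 43 of cell wall synthesis and remodelling, 22 fell and 4 rose (34 and 9). Of 16 of metal binding and transport, 8 rose and 3 fell (12 and 4), and of 10 of storage and senescence, 7 rose and 0 fell (9 and 0). Of 15 clock and light-regulated genes, 1 rose and 1 fell (4 and 1). Of 17 stress-responsive transcription factors, 3 rose and 1 fell (9 and 2). Of 11 of phenylpropanoid synthesis and oxidation, 1 rose and 3 fell (4 and 6). Of 17 pathogenesis-related proteins, 6 rose and 5 fell (11 and 5). Without 1 library, those that rose were 0 to 3 (clock), 0 to 2 (phenylpropanoid) and 1 to 7 (pathogenesis-related). Those that fell were 0 to 1, 1 to 4 and 2 to 5. Of the tissue markers, 6 of 8 of xylem fell and 1 rose (6 and 1) and 2 of 10 of phloem rose and 0 fell (10 and 0), with median log2 fold changes of -2.13 and 1.79. Without High replicates 1, 3 and 5 and Medium replicates 1, 3 and 4, in this order, the numbers that fell were 4, 5, 3, 3, 3 and 4 for cell division (30 without High replicate 4), 6, 6, 3, 4, 7 and 5 for actin and myosin, 11, 8, 9, 9, 14 and 10 for cell walls and 1, 1, 1, 1, 3 and 1 for xylem. The numbers that rose were 3, 4, 1, 1 and 1 for metal binding without High replicates 3 and 5 and Medium replicates 1, 3 and 4, in this order. For cell walls they were 2, 1, 1, 2 and 0 without the same libraries, and those that fell for metal binding 1 without each of these or High replicate 1. For storage the numbers that rose were 4, 1 and 3 without High replicates 2, 3 and 5 and 0, 4, 3 and 0 without Medium replicates 1 to 4. For phloem they were 0 without High replicate 3 or 5 or Medium replicate 1, 3 or 4 and 7, 4 and 5 without High replicate 4, Medium replicate 5 and Low replicate 5. The number of xylem that rose was 0 in 12 of the 15 fits. DESeq2's Wald test called 2584 transcripts higher and 2025 lower, while edgeR's test against a log2 fold change of 1 called 0. Leaving out 1 library gave 430 called transcripts without Medium replicate 1, 446 without Medium replicate 4, 529 without High replicate 5, 643 without Medium replicate 3, 727 without High replicate 3, 876 without High replicate 1 and up to 2813 without High replicate 4.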

Between medium and high infestation, 1955 (2.1%) transcripts were significantly up-regulated and 1346 (1.4%) significantly down-regulated. Between low and high infestation, 1955 (2.1%) transcripts were significantly up-regulated and 1501 (1.6%) down-regulated. In addition, 1280 (1.4%) and 19,445 (21%) of transcripts were respectively shown to have an outlying number of high and low counts and were thus eliminated from the differential expression analysis. 

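In edgeR's quasi-likelihood test of high against low infestation, 956 transcripts were higher and 1179 lower. Of the called transcripts 581 (27.2%) are in the part of Table S2 held here, and the transcripts named by function come from these. Those of them that rose most follow, while other pathogenesis-related transcripts fell, such as the PR-1-like comp46270_c0_seq1, with a log2 fold change of -2.57 (SE 0.49, adjusted p = 0.013). A basic pathogenesis-related protein 1-like transcript (comp47264_c0_seq1) had 12.2 ± 12.8 CPM (SD, n = 5 libraries) at high and 0.124 ± 0.130 CPM at low infestation, a log2 fold change of 6.55 (SE 1.39, adjusted p = 0.0194), and its call ended without High replicate 5 or Low replicate 2 or 4. A pathogenesis-related protein 5-like transcript (comp42769_c0_seq1), of the thaumatin-like family, had 21.6 ± 17.6 CPM and 0.313 ± 0.319 CPM, a log2 fold change of 6.11 (SE 1.23, adjusted p = 0.0161), and its call ended without Low replicate 2 or 3. A ferruginol synthase-like transcript (comp47938_c0_seq1), named after an enzyme of diterpene synthesis, had a log2 fold change of 5.81 (SE 1.44, adjusted p = 0.0355), and 3.36 without High replicate 5. The metallothionein-like protein type 2 transcript comp47677_c0_seq1 had a log2 fold change of 6.19 (SE 1.35, adjusted p = 0.0213), and 3.82 without High replicate 3. A zinc finger CONSTANS-LIKE 5-like transcript (comp46502_c0_seq2) had 2.85 ± 1.89 CPM at high infestation and no count at low infestation. This makes it at least 92.7-fold higher, with a floor of 3 counts over the libraries of low infestation. Another sequence of its component, comp46502_c0_seq4, which may share reads with it, was not called, with a log2 fold change of 3.28 (adjusted p = 0.0984 from edgeR). The calls of comp46502_c0_seq2, the metallothionein and the ferruginol synthase-like transcript ended in 9, 4 and 6 of the 15 fits that each left out 1 library. Of the called transcripts without a description here, comp57440_c1_seq11 had 1300 counts at high infestation and none at low infestation, a mean at least 562-fold higher. Not every library of high infestation had a count of it. Transcript comp57440_c1_seq1 of the same component had 3557 counts at high infestation and 1 count at low infestation. Their calls ended in 9 of these fits and without Low replicate 4.

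The described transcripts that fell most follow. The TAPETUM DETERMINANT 1-like transcript comp24895_c0_seq1 had 0.0541 ± 0.0794 CPM at high and 2.00 ± 1.60 CPM at low infestation, a log2 fold change of -5.10 (SE 0.98, adjusted p = 0.0134). The universal stress protein PHOS32 transcript comp38933_c0_seq1 had 0.142 ± 0.141 CPM and 2.61 ± 1.16 CPM, a log2 fold change of -4.15 (SE 0.62, adjusted p = 0.00537). A zinc-finger homeodomain protein 9-like transcript (comp41417_c0_seq1) had a log2 fold change of -4.52 (SE 1.14, adjusted p = 0.0388) and the homeobox protein 2-like transcript comp31603_c0_seq1 one of -4.38 (SE 0.92, adjusted p = 0.0192). A delta(12)-fatty-acid desaturase FAD2-like transcript (comp38190_c0_seq1), named after an enzyme that adds a double bond to oleic acid, had a log2 fold change of -4.21 (SE 1.04, adjusted p = 0.0354). The undescribed transcripts comp65836_c0_seq24 and comp64988_c0_seq5 had no count at high infestation. They were at least 172-fold and 114-fold lower than the mean at low infestation, where not every library had a count of them. Both calls ended when counts were summed per component. In the fits that left out 1 library, the calls of comp64988_c0_seq5, the zinc-finger homeodomain protein and the desaturase ended in 13, 10 and 7 of 15, and that of the homeobox protein without High replicate 5 or Low replicate 2 or 3. DESeq2's Wald test called 2665 transcripts higher and 2158 lower, and edgeR's test against a log2 fold change of 1 called 30 and 2. Leaving out 1 library gave 730 called transcripts without Low replicate 2, 746 without Low replicate 3, 916 without High replicate 5, 981 without Low replicate 4, 989 without High replicate 3, 1215 without High replicate 1 and up to 3077 without High replicate 4.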

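DESeq2, run on the transcripts with a total above 10 counts, gave no adjusted p to 1280 transcripts with an outlying count in any library. It set aside 19445 transcripts with a low mean count when high or medium infestation was compared with low infestation, and 17686 when high was compared with medium infestation. The minimum of 10 counts was chosen after the values were seen. edgeR's robust fit removed no transcript for an outlying count.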

The putative functions of all differentially expressed transcripts can be found in Tables S2-S4.

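The putative functions of part of Table S2 were held here, and this part includes 581 of the 2135 that edgeR called (27.2%). The 15 lists were drawn from them before the counts were examined, so each list covers only the members in that part. All of them are transcripts that the study called between high and low infestation on these libraries, so the direction of a list is not independent evidence. Each number of transcripts below comes from edgeR's test of high against low infestation and is followed by the number adjusted over the list alone.

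Lists of growth and of cell surfaces are given first. Each library mixes phloem and xylem, so for these lists a change within the tissues cannot be told apart from another share of the tissues. Of 38 transcripts of cell division and microtubules, 33 fell and 1 rose (37 and 1 when adjusted over the list alone). They include cyclin-U4-1 (comp33136_c0_seq1), with a log2 fold change of -3.62 (SE 0.63, adjusted p = 0.0095), and the mitotic motor kinesin-like protein KIN-5D (comp22414_c0_seq1), with -1.76 (SE 0.30, adjusted p = 0.00946). Of 19 transcripts of the actin and myosin cytoskeleton, 17 fell and 0 rose (18 and 1). Actin isoform X2 (comp46046_c0_seq1) had a log2 fold change of -2.18 (SE 0.37, adjusted p = 0.00907) and the actin-binding villin-3-like transcript (comp40464_c0_seq1) one of -1.09 (SE 0.16, adjusted p = 0.00515). Of 30 receptor-like kinases, 21 fell and 1 rose (27 and 3). They include TMK4 (comp45438_c0_seq1), with -2.24 (SE 0.35, adjusted p = 0.00599), and TDR (comp14563_c0_seq1), the receptor of the peptide TDIF in the vascular cambium, with -1.30 (SE 0.24, adjusted p = 0.0116). Of 43 transcripts of cell wall synthesis and remodelling, 27 fell and 6 rose (34 and 9). A probable pectate lyase 12 transcript (comp48123_c0_seq1) had 24.9 ± 5.89 CPM (SD, n = 5 libraries) at high and 54.8 ± 5.42 CPM at low infestation. Of 3 aquaporins, channels for water, 2 fell and 0 rose (3 and 0). The probable aquaporin TIP1-2 transcript (comp48803_c0_seq1) had 13.4 ± 11.3 CPM at high and 126 ± 53.7 CPM at low infestation. Of 7 transcripts of cork and wax, 3 fell and 1 rose (4 and 3), and the 3 that fell are 3-ketoacyl-CoA synthase 11 transcripts, with log2 fold changes from -1.50 to -1.23. Without High replicates 1, 3 and 5 and Low replicates 2, 3 and 4, in this order, the numbers that fell were 21, 15, 13, 10, 18 and 17 for cell division, 9, 6, 7, 5, 7 and 11 for actin and myosin, 7, 7, 5, 4, 5 and 11 for receptor-like kinases and 17, 14, 13, 15, 15 and 16 for cell walls. The number of the cell wall list that rose was 2, 2, 0, 0 and 1 without High replicates 3 and 5 and Low replicates 2, 3 and 4. The number that rose was 0 in 12 of the 15 fits that left out 1 library for cork and wax, in 7 for cell division and in 6 for receptor-like kinases, and it was 1 without High replicate 2 for actin and myosin. High replicate 4 lay apart from the other libraries of high infestation, with a mean of -0.397 for the list of cell division, -0.158 for actin and myosin and -0.175 for receptor-like kinases on the log2 scale, relative to the mean of all 15 libraries. The others lay between -1.508 and -1.051, -1.495 and -1.127, and -1.273 and -0.846.

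Lists of stress and storage follow. Of 17 stress-responsive transcription factors, 9 rose and 1 fell (15 and 2). They include the jasmonate repressor TIFY 10A-like (comp27518_c0_seq1), with a log2 fold change of 4.59 (SE 0.75, adjusted p = 0.00785). Of 10 transcripts of storage and senescence, 7 rose and 0 fell (10 and 0). A bark storage protein A transcript (comp42473_c0_seq1), named after a nitrogen store of bark, had a log2 fold change of 5.07 (SE 1.06, adjusted p = 0.0186), and its call ended without Low replicate 3. Of 15 clock and light-regulated genes, 9 rose and 0 fell (13 and 2), and here too the hour of sampling cannot be told apart from infestation level. Of 16 transcripts of metal binding and transport, 6 rose and 4 fell (12 and 4), with the metallothionein-like transcript comp48077_c0_seq1 at 3.21 (SE 0.60, adjusted p = 0.0121). Defense lists follow. Of 17 pathogenesis-related and disease-resistance proteins, 8 rose and 5 fell (12 and 5). Members that fell include MLO-like protein 10 (comp4121_c0_seq1), of a family of mildew susceptibility factors, with -2.87 (SE 0.50, adjusted p = 0.0101), and a pathogenesis-related protein PR-1-like transcript (comp46270_c0_seq1), with -2.57 (SE 0.49, adjusted p = 0.013). Of 11 transcripts of phenylpropanoid synthesis and oxidation, 4 rose and 6 fell (5 and 6). Among those that fell is a myb-related transcript (comp39303_c0_seq1), with a log2 fold change of -2.71 (SE 0.51, adjusted p = 0.0122). Members were listed by putative function, and whether this one raises or lowers phenylpropanoid synthesis was not tested. Its fall therefore does not show lower synthesis. Others that fell are comp43490_c0_seq1 and comp16500_c0_seq1, both 2-hydroxyisoflavanone dehydratase-like. The phenylpropanoid list shares comp15326_c0_seq1, which fell, and the laccase-17-like comp27848_c0_seq1, which rose, with the list of xylem markers. The numbers that rose and fell therefore do not show a direction of phenylpropanoid synthesis. Without Low replicate 2, 0 of the pathogenesis-related list rose and 3 fell, and without High replicate 5 or Low replicate 2 or 3, 0 of the phenylpropanoid list rose and 3 fell. The number of the latter that rose was 0 to 2 in 13 of the 15 fits that left out 1 library. Of 6 plastid and mitochondrial genome transcripts, 2 rose and 1 fell (5 and 1), with 0 risen in 7 and 1 in 4 of these fits and 0 fallen in 5 of them. Markers of the tissues of the borings were counted too. Of 10 phloem markers, 2 rose and 0 fell (10 and 0), with 0 risen in 9 of these fits, 5 without High replicate 4 and 9 without Low replicate 5. Of 8 xylem markers, 6 fell and 1 rose (6 and 2), with 1 to 3 fallen in 9 and 0 risen in 6 of these fits. The TDIF-like peptide precursor of the phloem (comp46598_c0_seq3) had 48.5 ± 20.9 CPM at high and 10.8 ± 8.56 CPM at low infestation, with a call that ended in 11 of these fits, and the xylem marker LIM domain-containing protein WLIM1-like (comp35548_c0_seq1) had 4.91 ± 3.05 CPM and 30.6 ± 11.4 CPM. Other numbers also changed without 1 library. Those that rose were 4, 4, 5, 4, 4 and 5 for stress-responsive transcription factors without High replicates 3 and 5 and Low replicates 1 to 4, and 3, 4, 3, 1 and 4 for storage without High replicates 3 and 5 and Low replicates 2 to 4. They were 5, 5, 5, 2 and 5 for the clock list without High replicates 1 and 3 and Low replicates 2 to 4, and 1 for metal binding without High replicate 3 or Low replicate 2, 3 or 4. Those that fell were 0 for metal binding without High replicate 1, 3 or 5 or Low replicate 2, 3 or 4, and 0 for stress-responsive transcription factors in 7 of these fits. For the clock list they were 1 without High replicate 4, Medium replicate 2 or Low replicate 5 and 2 without Medium replicate 5. Those of the pathogenesis-related list that rose were 5, 3, 2, 5, 2 and 3 without High replicates 1, 3 and 5 and Low replicates 1, 3 and 4, and 3 of it fell without High replicate 3 or 5 or Low replicate 3 or 4. Of the phenylpropanoid list 3 fell without High replicate 1 or 3 or Low replicate 1 as well. Over all lists 181 transcripts were called, with 58 called without Low replicate 2, 67 without Low replicate 3, 73 without High replicate 5, 75 without High replicate 3, 88 without Low replicate 4 and 102 without High replicate 1.

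**Figure D1:**
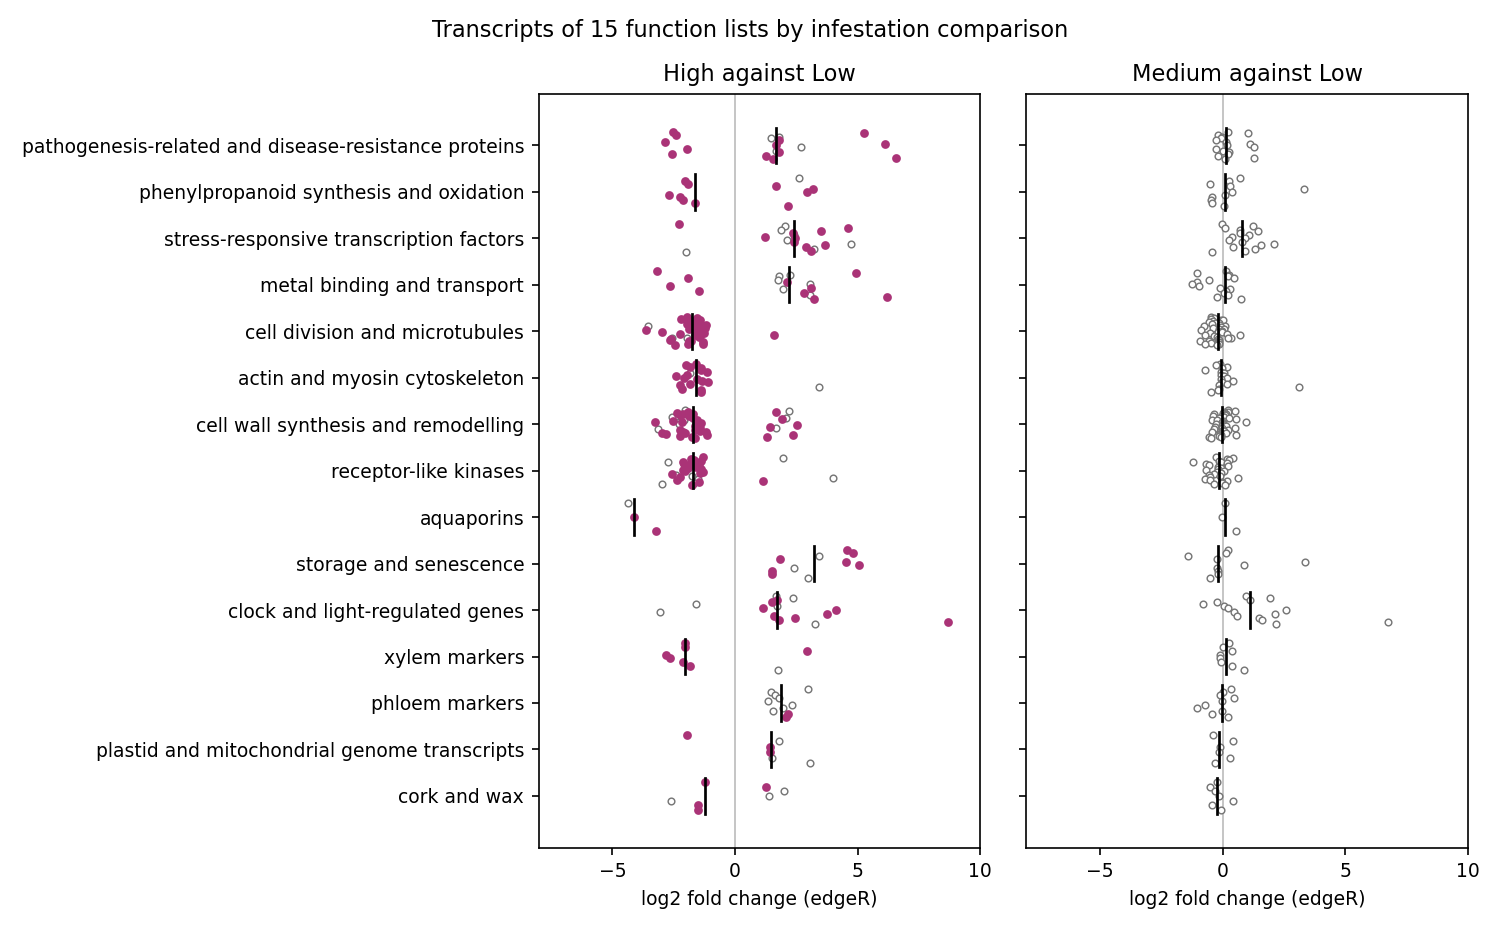
Log2 fold change from edgeR of each tested transcript of 15 function lists, for high against low infestation (left) and medium against low infestation (right). Each point is 1 transcript, filled in the left panel where it was called between high and low infestation. The right panel shows all points open, whether called or not. The black bar is the median of the list, such as -1.77 and -0.20 for cell division and microtubules.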

**Fig. 1:**
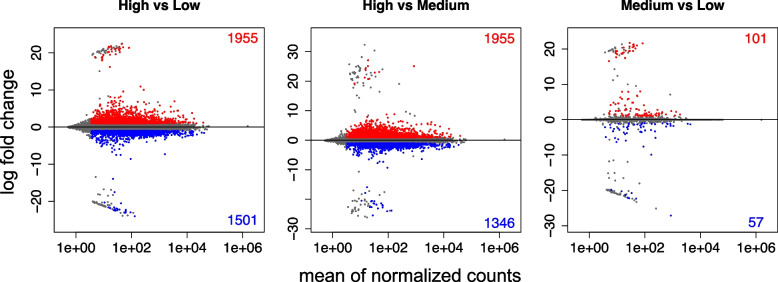
MA plots showing the log fold change of transcripts when comparing a) high vs low infestation, b) high vs medium infestation, c) medium vs low infestation. Significantly up-regulated genes are shown in red and significantly down-regulated genes are shown in blue. The number of up-regulated transcripts are shown in the upper right corner and the number of down-regulated transcripts are shown in the lower right corner of each plot

We used quantitative PCR (qPCR) to independently validate the expression of 12 differentially expressed transcripts. Correlation of the qPCR and RNA-Seq expression showed consistency between the two methods, with R values of 0.79–98 (Fig. S1). 

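Of the transcripts of Fig. S1, 10 could be identified from the names printed in the picture, and their RNA-Seq levels are given as CPM (mean ± SD, n = 5 libraries per level) without a test. Levels rose from low to medium to high infestation in comp58512_c0_seq4, with 3.29 ± 1.92, 14.6 ± 9.99 and 52.8 ± 16.1 CPM, and in comp59681_c0_seq3, with 7.27 ± 2.77, 17.6 ± 5.47 and 48.2 ± 13.8 CPM. The same order was seen in comp61743_c0_seq2, with 1.87 ± 0.813, 5.38 ± 1.10 and 18.4 ± 6.56 CPM, and in comp54702_c0_seq1, which reached 41.3 ± 12.6 CPM at high infestation. The order was opposite in comp65298_c0_seq5, with 180 ± 32.4, 118 ± 14.3 and 75.7 ± 11.6 CPM. Medium infestation had the highest mean in comp57216_c0_seq3, with 5.00 ± 2.17, 18.1 ± 5.42 and 6.82 ± 3.73 CPM, and in comp57550_c0_seq1, which had 13.4 ± 3.06 CPM at high infestation. It had the lowest mean in comp64408_c0_seq3, with 39.9 ± 23.4, 4.93 ± 4.97 and 103 ± 58.3 CPM, and in comp52799_c0_seq2, with 18.8 ± 16.3, 1.75 ± 1.18 and 8.83 ± 5.45 CPM. In comp66173_c0_seq21 it also had the lowest mean, with 1.97 ± 1.81, 0.193 ± 0.115 and 2.31 ± 2.04 CPM. The qPCR values were not analysed here.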

Of the differential expressed transcripts found between each infestation level, 29 were unique to medium–low, 1304 were unique to high-medium, and 1422 were unique to high-low (Fig. 2). 

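At the thresholds used here, edgeR called 950 transcripts in high-low alone, 709 in high-medium alone and 0 in medium-low alone. Medium-low shared 0 transcripts with high-medium and 0 with high-low. With DESeq2 and shrunken fold changes, the areas were 1338, 1268 and 31, and medium-low shared 80 transcripts in the same direction with high-low and 55 in either direction with high-medium. The 80 and 55 include transcripts called in every comparison, which the areas of Fig. 2 count apart. The CML21 transcript comp56704_c0_seq12 was among the transcripts that edgeR called in high-medium alone. That a transcript was called in a single comparison does not show that its comparisons differ, which was tested only for the steps from low to medium and from medium to high infestation.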

The medium–low and high-medium shared 40 differentially expressed transcripts, the medium–low and high-low shared 77 transcripts. The high-low and high-medium shared 1945 transcripts. 

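High-low and high-medium shared 1185 transcripts in edgeR's test, 472 of them higher and 713 lower at high infestation in both. The shared transcripts that rose include TIFY 10A-like (comp27518_c0_seq1), with a log2 fold change of 4.49 in high against medium infestation (SE 0.75, adjusted p = 0.0149). Those that fell include the probable aquaporin TIP1-2 (comp48803_c0_seq1), with -3.78 (SE 0.59, adjusted p = 0.0111). They also include PR-1-like (comp46270_c0_seq1), with -2.79 (SE 0.49, adjusted p = 0.0156), and an L-ascorbate oxidase homolog (comp18650_c0_seq1), with -2.36 (SE 0.30, adjusted p = 0.0101). Independent lists of the same sizes would share 14.4 higher and 18.3 lower transcripts. Both comparisons use the same libraries of high infestation, and part of the excess may come from them. With these split between the comparisons, 2 for the one and 3 for the other, they shared 0 to 58 transcripts (median 9 over 20 fits), where independent lists would share at most 0.911. Several of these fits called almost nothing on one side, such as 3128 and 0, and the 58 came from 106 and 1330 calls. The number was 354 without High replicate 5, 363 without Medium replicate 1, 367 without Medium replicate 4, 453 without High replicate 3, 490 without Medium replicate 3, 521 without Low replicate 2, 522 without Low replicate 3, 571 without High replicate 1, 651 without Low replicate 4 and 1975 without High replicate 4.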

Twelve transcripts were found to be differential expressed in all comparisons of infested levels.

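No transcript was called in all 3 comparisons by edgeR, since none was called between medium and low infestation. DESeq2's Wald test called 14 transcripts in all 3 comparisons, and 12 with shrunken fold changes.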

**Fig. 2:**
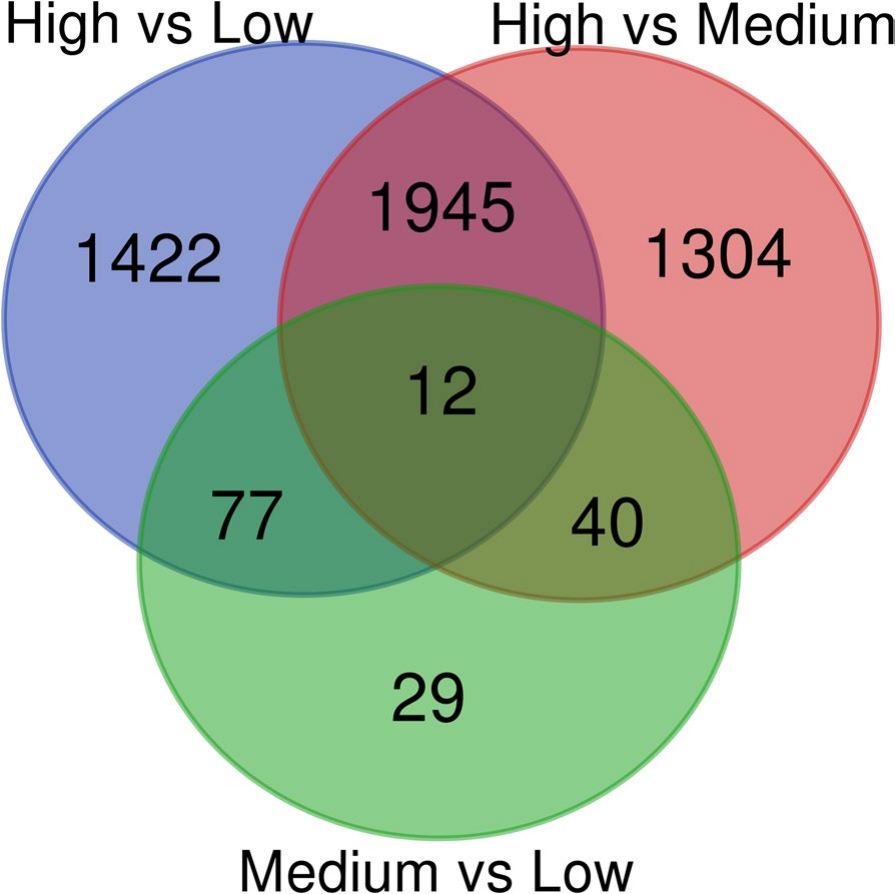
Venn diagram showing the number of differentially expressed transcripts found in comparisons of high vs low infestation (High-Low), high vs medium infestation (High-Medium), and medium vs low infestation (Medium–Low). Overlapping areas indicate the number transcripts that were found to be differentially expressed across all the overlapping groups. For example, 12 transcripts were found to be differentially expressed in all the comparisons

We quantified protein expression in eight of the fifteen ash trees used in our transcript analysis. These trees represented low or high infestation levels (Table 1). Proteomics detected 3912 proteins, 3888 of which had a corresponding transcript found in the RNA-Seq experiments. 188 (4.8%) of proteins were found to be significantly differentially expressed proteins, with 93 (2.3%) up-regulated and 95 (2.4%) down-regulated (Fig. 3). The putative functions of all differentially expressed proteins can be found in Table S5.

**Fig. 3:**
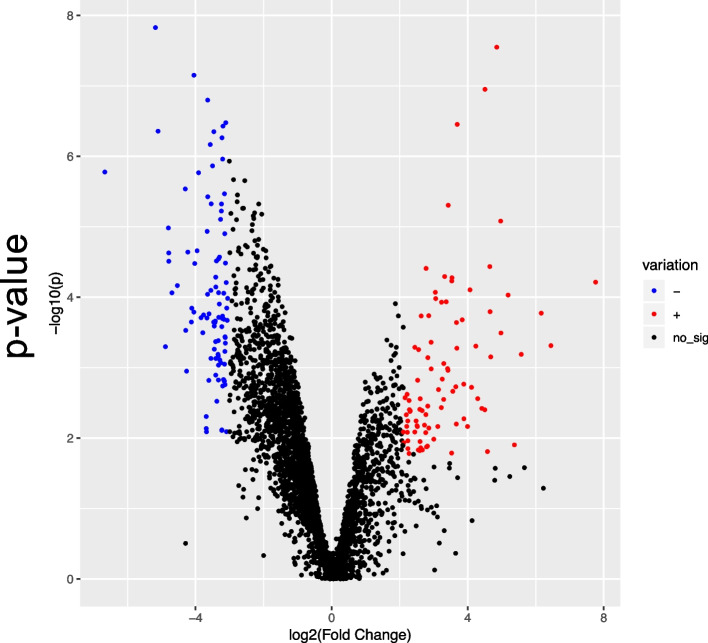
Volcano plot of proteomics of low versus highly infested samples. Proteins in blue are under-represented in infested trees (*p* < 0.05, z < 1.96). Proteins in red are over-represented in infested trees (*p* < 0.05, z < 1.96). Proteins in black are not significantly different between low and highly infested trees

Our integrative analysis of the RNA-Seq and proteomics data identified 14 proteins and 4 transcripts that contribute most to the difference between highly infested and low infested trees. Of this subset, 13 proteins and 2 transcripts are present in the highly infested state and 1 protein and 2 transcripts are present in the low infested state (Figs. 4 and 5).

**Fig. 4:**
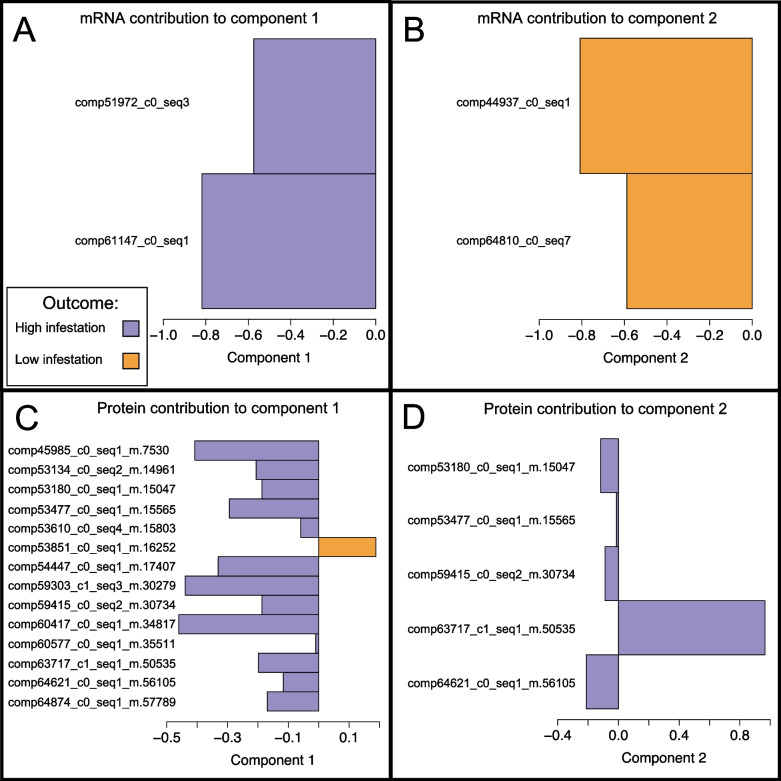
Loading plots of genes identified as the molecular signature. Plots show the maximal mean of **A**: mRNA contribution to component 1, **B** mRNA contribution to component 2, **C** protein contribution to component 1, **D** protein contribution to component 2 of the multivariate model. Colour indicates the outcome that the selected gene contributes towards, high (purple) or low (orange) infestation

**Fig. 5:**
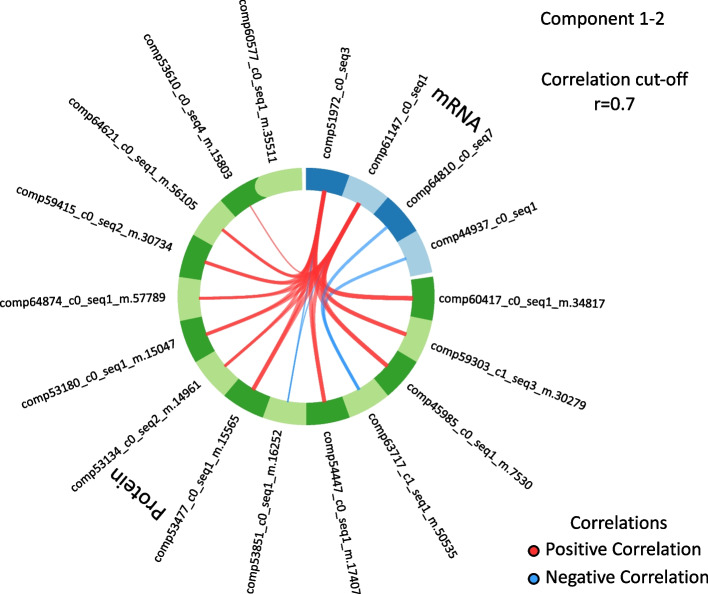
Circos plot showing positive (red) or negative (blue) correlation between selected genes

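The RNA of the 18 transcripts listed in Table 2 was compared between high and low infestation, first over the 8 trees whose proteins were also measured and then over all 10. The 8 trees are those of High replicates 1, 2, 3 and 5 and Low replicates 1 to 4, and the paper gives no reason why the trees of High replicate 4 and Low replicate 5 were left out. The paper chose these transcripts on their RNA or protein in the same trees, so their direction is not independent evidence. Over the 8 trees, fitted with the libraries of medium infestation, 16 were tested by edgeR, 10 of them rose and 0 fell (12 and 0 when adjusted over the list alone). An acidic endochitinase-like transcript (comp61147_c0_seq1), of enzymes that cut chitin, had 757 ± 171 CPM (SD, n = 4 libraries) at high and 4.21 ± 5.31 CPM at low infestation, a log2 fold change of 7.49 (SE 1.40, adjusted p = 0.00849). Another one with the same best match (comp60577_c0_seq1), which may share reads with it, had 3.05 ± 2.7 CPM and 0.0811 ± 0.108 CPM, with 5.08 (SE 1.13, adjusted p = 0.019). A dirigent protein 22-like transcript (comp54447_c0_seq1), of proteins that steer the coupling of monolignols, had 221 ± 110 CPM and 1.38 ± 1.21 CPM, with 7.31 (SE 0.96, adjusted p = 0.00167). The chloroplastic transketolase-like comp53134_c0_seq2 rose by 5.05 (SE 1.25, adjusted p = 0.0297) and a cationic peroxidase 1-like transcript (comp53610_c0_seq4) by 4.32 (SE 1.12, adjusted p = 0.0376). The late embryogenesis abundant protein D-29-like comp53180_c0_seq1 rose by 3.82 (SE 0.83, adjusted p = 0.0169), the pectinesterase-like comp64874_c0_seq1 by 3.81 (SE 0.79, adjusted p = 0.0137) and the probable strigolactone esterase DAD2 (comp51972_c0_seq3) by 3.77 (SE 0.44, adjusted p = 0.000837). The probable aspartyl aminopeptidase (comp63717_c1_seq1) rose by 2.92 (SE 0.43, adjusted p = 0.00276) and the multicopper oxidase LPR2-like comp64621_c0_seq1 by 1.67 (SE 0.29, adjusted p = 0.00587). The kynurenine formamidase comp60417_c0_seq1, with 3.09 (SE 1.10, adjusted p = 0.122), the beta-glucosidase 40-like comp59303_c1_seq3, with 2.33 (SE 0.87, adjusted p = 0.139), and the probable caffeoyl-CoA O-methyltransferase comp45985_c0_seq1, with 0.46 (SE 0.33, adjusted p = 0.51), did not pass the test.

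Over all 10 trees, 15 were tested, 8 rose and 0 fell (10 and 0 when adjusted over the list alone). The log2 fold changes of those that rose were 7.49 for the endochitinase comp61147_c0_seq1 (SE 1.46, adjusted p = 0.0141) and 6.26 for the dirigent protein comp54447_c0_seq1 (SE 1.05, adjusted p = 0.00829). They were 4.23 for the peroxidase comp53610_c0_seq4 (SE 0.98, adjusted p = 0.0267), 3.44 for the pectinesterase comp64874_c0_seq1 (SE 0.72, adjusted p = 0.0186) and 3.40 for DAD2 comp51972_c0_seq3 (SE 0.49, adjusted p = 0.00515). They were 3.19 for the late embryogenesis protein comp53180_c0_seq1 (SE 0.78, adjusted p = 0.0339), 2.03 for the aminopeptidase comp63717_c1_seq1 (SE 0.52, adjusted p = 0.0394) and 1.51 for the multicopper oxidase comp64621_c0_seq1 (SE 0.27, adjusted p = 0.0104). The transketolase comp53134_c0_seq2, with 3.24 (SE 1.16, adjusted p = 0.134), did not pass here, nor did the beta-glucosidase comp59303_c1_seq3, with 2.59 (SE 0.75, adjusted p = 0.0649). The same holds for the kynurenine formamidase comp60417_c0_seq1, with 2.22 (SE 1.00, adjusted p = 0.25), and the methyltransferase comp45985_c0_seq1, with 0.24 (SE 0.30, adjusted p = 0.761). When 1 library was left out, the call of the pectinesterase ended without High replicate 5 or Low replicate 2, 3 or 4, and that of the peroxidase without High replicate 3 or 5 or Low replicate 1, 2 or 3. That of the late embryogenesis protein ended without High replicate 1, 3 or 5 or Low replicate 1, 3 or 4, and that of the aminopeptidase in 10 of the 15 fits. The beta-glucosidase was called without Low replicate 1 or Medium replicate 1, the transketolase without Low replicate 5, and both by DESeq2's Wald test. The log2 fold change of the transketolase was 4.87 without Low replicate 5 and 2.11 without High replicate 1.

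In High replicate 4 and Low replicate 5, the endochitinase comp61147_c0_seq1 had 28.2 and 0.111 CPM, its partner comp60577_c0_seq1 0 and 0.333 CPM, the dirigent protein comp54447_c0_seq1 10.9 and 6.17 CPM and the transketolase comp53134_c0_seq2 21.8 and 20.3 CPM. The peroxidase comp53610_c0_seq4 had 0.676 and 0.0556 CPM there, the late embryogenesis protein comp53180_c0_seq1 2.54 and 2.50 CPM, the pectinesterase comp64874_c0_seq1 10.1 and 4.84 CPM and DAD2 comp51972_c0_seq3 6.00 and 3.22 CPM. The aminopeptidase comp63717_c1_seq1 had 56.0 and 64.1 CPM, the multicopper oxidase comp64621_c0_seq1 69.8 and 43.7 CPM, the kynurenine formamidase comp60417_c0_seq1 1.27 and 3.67 CPM, the beta-glucosidase comp59303_c1_seq3 18.9 and 1.28 CPM and the methyltransferase comp45985_c0_seq1 16.7 and 28.1 CPM. The low-count filter left out the dirigent protein 22-like comp53477_c0_seq1, with 4.33 ± 3.14 CPM at high and 0.0394 ± 0.0517 CPM at low infestation over the 8 trees. It also left out the peroxidase 52-like comp59415_c0_seq2, with 0.632 ± 0.852 CPM at high infestation and no count at low infestation, at least 16.8-fold higher with a floor of 3 counts over the 4 libraries of low infestation. Both had no count in High replicate 4 and Low replicate 5.

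**Figure D2:**
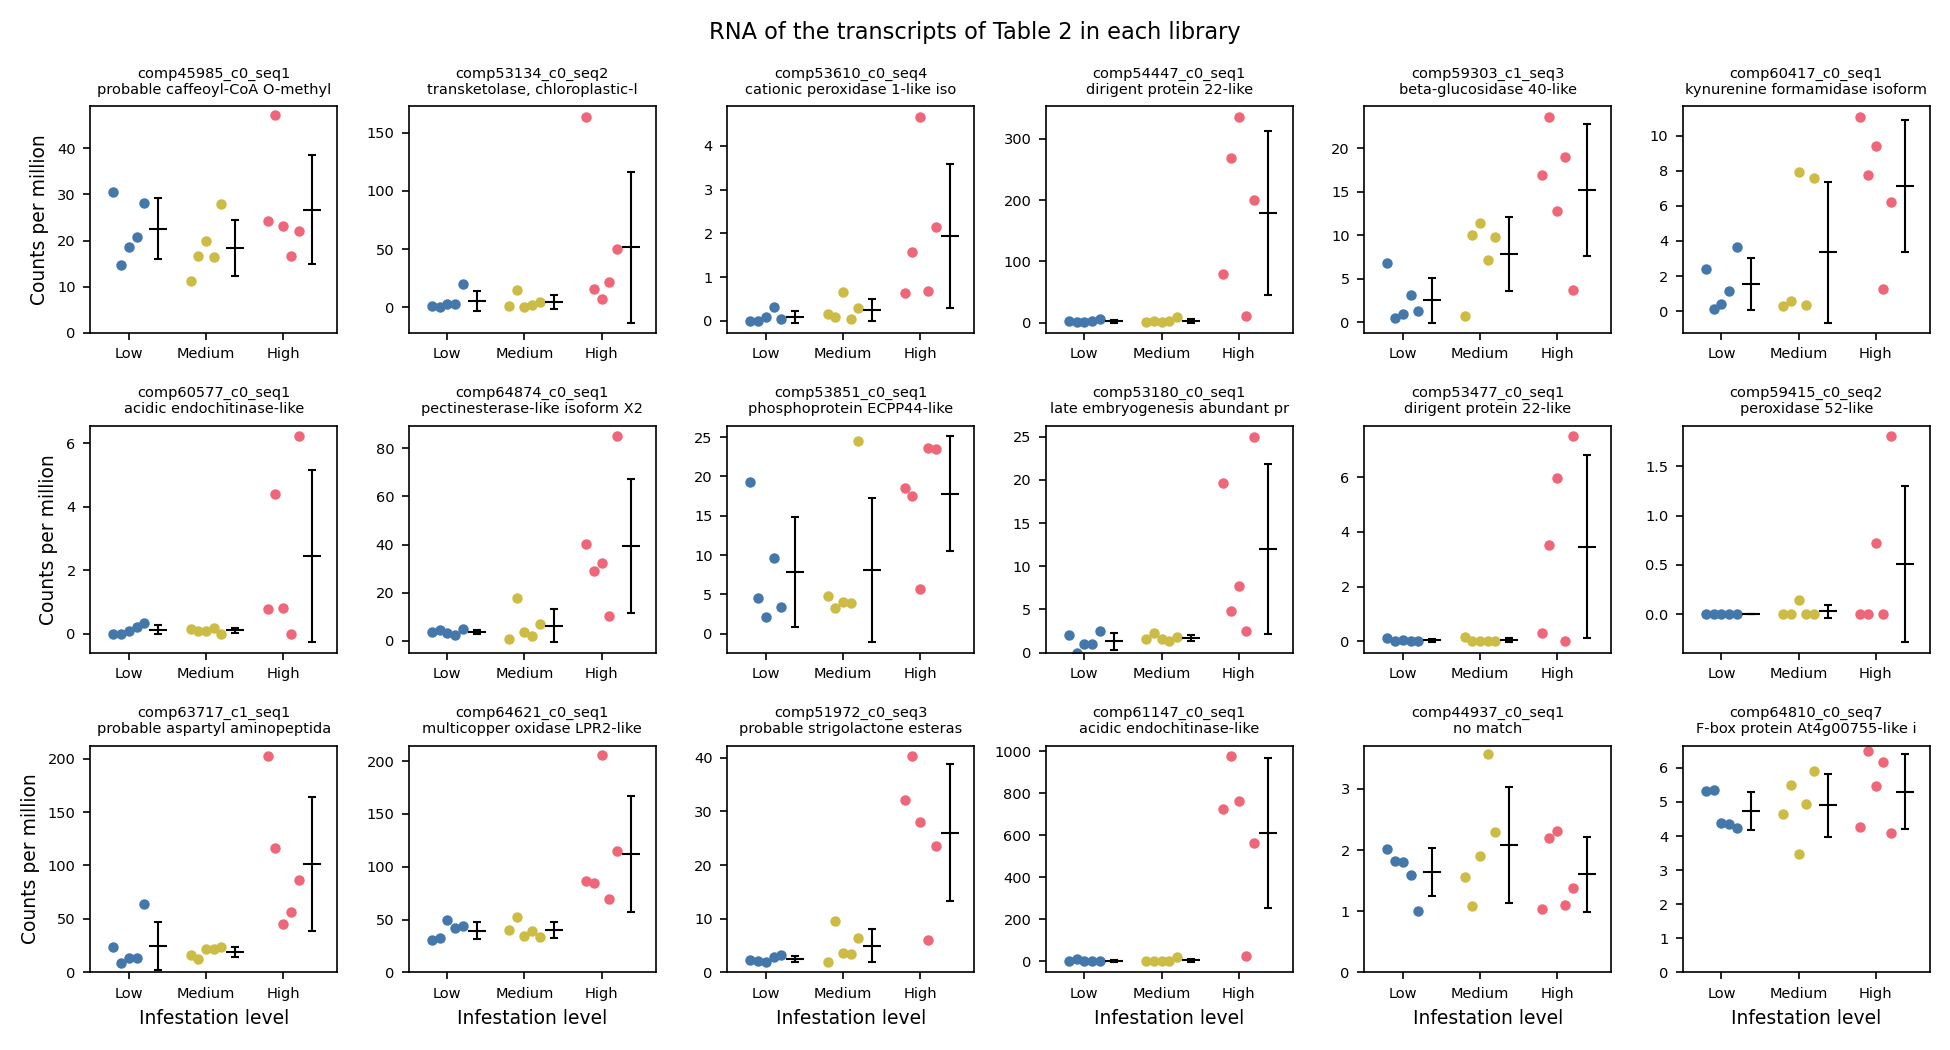
CPM of the 18 transcripts of Table 2 in each library of low, medium and high infestation, with the mean and SD of 5 libraries beside the points. The axes differ between panels; the acidic endochitinase-like comp61147_c0_seq1 averages 611 CPM at high infestation and 3.39 CPM at low infestation.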

The putative functions of proteins and transcripts that contribute to the highly infested state are two dirigent proteins, two chitinases, two peroxidases, a multicopper oxidase, a beta-glucosidase, a pectinesterase, a stringolactone esterase, a transketolase, a caffeoyl-CoA O-methyltransferase, a kynurenine formamidase, an aspartyl aminopeptidase, and a late embryogenesis abundant D 29-like protein (Table 2). The putative functions of proteins and transcripts that contribute to the low infested state are a phosoprotein, a F-box protein and an unknown transcript (Table 2).

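None of these passed edgeR's test of RNA between high and low infestation. Over the 8 trees whose proteins were measured, the phosphoprotein ECPP44-like transcript (comp53851_c0_seq1), a dehydrin, had 16.3 ± 7.58 CPM (SD, n = 4 libraries) at high and 8.94 ± 7.59 CPM at low infestation, a log2 fold change of 0.87 (SE 0.76, adjusted p = 0.619). The F-box protein At4g00755-like transcript (comp64810_c0_seq7), of a family that marks proteins for turnover, had 5.08 ± 1.13 CPM and 4.85 ± 0.561 CPM, with 0.06 (SE 0.26, adjusted p = 0.94). The transcript without a match (comp44937_c0_seq1) had 1.73 ± 0.625 CPM and 1.81 ± 0.174 CPM, with -0.06 (SE 0.42, adjusted p = 0.965). Over all 10 trees the log2 fold changes were 1.18 for ECPP44-like comp53851_c0_seq1 (SE 0.67, adjusted p = 0.387), 0.16 for the F-box transcript comp64810_c0_seq7 (SE 0.22, adjusted p = 0.782) and -0.03 for comp44937_c0_seq1 (SE 0.38, adjusted p = 0.981). That of ECPP44-like was 1.83 without Low replicate 1 and 0.939 without Low replicate 3. In High replicate 4 and Low replicate 5, which the 8 trees leave out, the 3 transcripts had 23.6 and 3.39 CPM, 6.17 and 4.22 CPM, and 1.10 and 1.00 CPM. These are levels of RNA, and the protein values were not analysed here.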

**Table 2:** Proposed function of genes selected as the molecular signature by integrative analysis of the transcripts and proteins. Component indicates whether the gene contributes to the component 1 or 2 of the multivariate model. Transcript/Protein indicate either the transcript or protein contributes to the Outcome: high or low infestation. The Top Blast hit and description were obtained from the plant protein database. Gene ontology (GO) annotation and Enzyme activity were obtained from the GO database using Blast2Go.^a ^denotes proteins/transcripts that were also found to be differentially expressed in Lane et al. 2016 [19]

Component	Transcript/Protein	Outcome	Transcript ID	Top Blast hit	Top Blast hit description	Go Annotation	Enzyme activity
1	Protein	High	comp45985_c0_seq1	XP_0228429190.1	probable caffeoyl-CoA O-methyltransferase At4g26220	P: methylation	Caffeoyl-CoA O-methyltransferase
1	Protein	High	comp53134_c0_seq2^a^	XP_0228792430.1	transketolase, chloroplastic-like	P: pentose-phosphate shunt	Transketolase; Formaldehyde transketolase
1	Protein	High	comp53610_c0_seq4	XP_0228935600.1	cationic peroxidase 1-like isoform X2	P: response to oxidative stress	Peroxidase
1	Protein	High	comp54447_c0_seq1	XP_0228534080.1	dirigent protein 22-like	C: apoplast	
1	Protein	High	comp59303_c1_seq3	XP_0128477040.1	beta-glucosidase 40-like	P: carbohydrate metabolic process	Beta-glucosidase
1	Protein	High	comp60417_c0_seq1^a^	XP_0150624040.1	kynurenine formamidase isoform X1	P: tryptophan catabolic process to kynurenine	Arylformamidase
1	Protein	High	comp60577_c0_seq1^a^	XP_0228728610.1	acidic endochitinase-like	P: carbohydrate metabolic process	Chitinase
1	Protein	High	comp64874_c0_seq1	XP_0228522760.1	pectinesterase-like isoform X2	P: pectin catabolic process	Pectinesterase; Carboxylesterase
1	Protein	Low	comp53851_c0_seq1^a^	XP_0228443000.1	phosphoprotein ECPP44-like	P: response to water	
1 & 2	Protein	High	comp53180_c0_seq1	XP_0228703950.1	late embryogenesis abundant protein D-29-like		
1 & 2	Protein	High	comp53477_c0_seq1^a^	XP_0228639540.1	dirigent protein 22-like	C: extracellular region	
1 & 2	Protein	High	comp59415_c0_seq2^a^	XP_0228768020.1	peroxidase 52-like	P: response to oxidative stress;	Peroxidase
1 & 2	Protein	High	comp63717_c1_seq1	XP_0228899110.1	probable aspartyl aminopeptidase	P: chaperone-mediated protein folding	Acting on peptide bonds (peptidases)
1 & 2	Protein	High	comp64621_c0_seq1	XP_0228820390.1	multicopper oxidase LPR2-like	P: oxidation–reduction process	Bilirubin oxidase
1	Transcript	High	comp51972_c0_seq3^a^	XP_0228440310.1	probable strigolactone esterase DAD2	P: secondary shoot formation	Carboxylesterase
1	Transcript	High	comp61147_c0_seq1^a^	XP_0228728610.1	acidic endochitinase-like	P: carbohydrate metabolic process	Chitinase
2	Transcript	Low	comp44937_c0_seq1	–-NA–-			
2	Transcript	Low	comp64810_c0_seq7	XP_0228725640.1	F-box protein At4g00755-like isoform X1		

We compared the differentially expressed transcripts and proteins found in our study to differentially expressed transcripts identified from a previously generated transcriptome of 107 611 transcripts in *F. pennsylvanica* [19]. We found that 1061 of 3456 differentially expressed transcripts from the high-low infestation comparisons, 1101 of 3306 differentially expressed transcripts from the high-medium comparisons, 30 of 158 differentially expressed transcripts from the medium–low comparisons, and 65 of the 187 of the differentially expressed proteins (Tables S6-S9) were also differentially expressed in *F. pennsylvanica* after eight weeks of EAB feeding in the Lane et al. 2016 [19] experiments. Additionally, 6 of the 14 proteins and 2 of the 4 transcripts identified in our integrative analysis were also reported as differentially expressed transcripts after EAB feeding (Tables 2 and S10) [19].

We compared the differentially expressed transcripts and proteins found in our study to 28 candidate orthologue groups identified as associated to EAB resistance through convergent evolution in an ash species wide study [14]. We found 2 of the 28 orthologue groups *Fraxinus_pennsylvanica_120313_comp54634_c0_seq3* and *Fraxinus_pennsylvanica_120313_comp56704_c0_seq12* had corresponding transcripts in the *F. pennsylvanica* transcriptome that were also identified as differential expressed in our high-low and high-medium comparisons (Table S11). 

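The cinnamoyl-CoA reductase-like SNL6 transcript (comp54634_c0_seq3), named after an enzyme family of monolignol synthesis, rose at high infestation in both comparisons. It had 27.8 ± 6.44 CPM (SD, n = 5 libraries) at high and 10.1 ± 4.43 CPM at low infestation, a log2 fold change of 1.46 (SE 0.27, adjusted p = 0.0119 from edgeR). Against medium infestation its log2 fold change was 1.24 (SE 0.27, adjusted p = 0.0241). The probable calcium-binding protein CML21 transcript (comp56704_c0_seq12), of a calmodulin-like family, had 8.33 ± 2.24 CPM at high and 6.01 ± 1.15 CPM at low infestation, a log2 fold change of 0.47 that did not pass the test (SE 0.24, adjusted p = 0.318). Against medium infestation it rose by a log2 fold change of 1.14 (SE 0.24, adjusted p = 0.022). This call ended without High replicate 2 or 5 and without Medium replicate 1, 3 or 4.

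**Figure D3:**
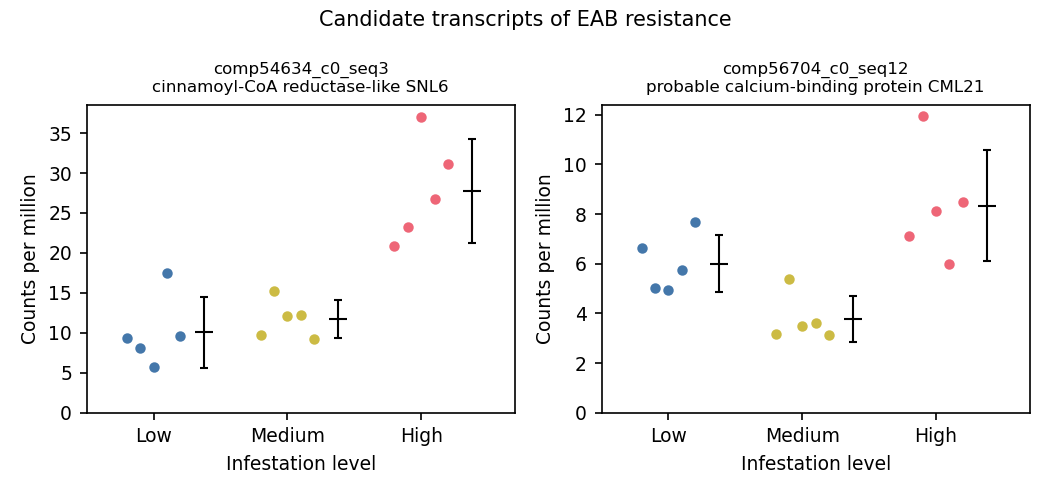
CPM of the SNL6 and CML21 transcripts in each library of low, medium and high infestation, with the mean and SD of 5 libraries beside the points. SNL6 averages 27.8 CPM at high infestation and CML21 8.33 CPM.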

The putative functions of these transcripts are cinnamoyl-CoA reductase-like SNL6 and a probable calcium-binding protein CML21, respectively. None of these candidate genes were identified in our set of differentially expressed proteins or in the results of our integrative analysis of the transcriptomic and proteomics data.

## Discussion

Our RNA seq experiment investigates the transcriptional and proteomics changes in the phloem of naturally infested ash trees during the progression of EAB infestation progresses. Our investigation identified three levels of EAB infestation and compared transcripts and proteins expressed at these stages.

Comparisons between transcripts showed that relatively few of the differentially expressed transcripts were found in low-medium comparisons. This indicates that most of the transcriptional changes in response to EAB occur later during the medium and high infestation stage, supporting previous observations that susceptible green ash may be responding too slowly to EAB infestation to be effective. For example, the application of methyl jasmonate, a derivative of the defense-associated hormone jasmonic acid, increased the accumulation of the plant chemical defenses and decrease EAB colonization in otherwise susceptible green and white ash trees [17]. 

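The transcripts called between high and low infestation had medians at medium infestation that lay nearer to low than to high infestation. The 956 transcripts higher at high infestation had a median log2 fold change of 0.325 in medium against low infestation and of 1.97 in high against low infestation. The 1179 lower transcripts had medians of -0.151 and -1.677. The medium-low median of the higher transcripts was 0.503 without Low replicate 1 and 0.517 without Low replicate 4. With DESeq2's fold changes shrunken by ashr it was 0.001. That value covers the higher transcripts of DESeq2 itself, and shrinkage draws uncertain fold changes towards no change, so it is not comparable with the others. The medium-low median of the lower transcripts was -0.239 without Medium replicate 1, -0.231 without Low replicate 1, -0.248 without Low replicate 5, -0.078 without Medium replicate 5 and -0.089 without Low replicate 2. Among the transcripts near their low level at medium infestation was TIFY 10A-like (comp27518_c0_seq1), with 0.587 ± 0.367, 0.616 ± 0.523 and 14.4 ± 8.67 CPM (SD, n = 5 libraries) at low, medium and high infestation. A bark storage protein A-like transcript (comp17010_c0_seq1) had 2.15 ± 1.70, 2.51 ± 2.75 and 50.8 ± 34.9 CPM. Others lay between the levels, such as the cyclic dof factor 2-like comp42508_c0_seq2, with 1.04 ± 0.589, 4.66 ± 2.47 and 14.2 ± 5.85 CPM, and the mitotic cyclin S13-7-like comp47489_c0_seq2, with 4.90 ± 0.475, 2.60 ± 0.708 and 1.33 ± 0.553 CPM. The SD of the median between the libraries of medium infestation was 0.252 for the higher and 0.272 for the lower transcripts. The calls and the medium-low values share the libraries of low infestation. With those split between the call and the medium-low value, the medium-low medians over the fits with calls were 0.678 (range -0.385 to 1.734) and -0.073 (range -0.985 to 0.312), beside high-low medians of 3.13 and -1.989. The highest of the former and the lowest of the latter come from a fit with 4 called transcripts. For the higher transcripts, fits with 2 to 56 calls gave 0.688 to 1.734 and fits with 150 to 508 calls gave 0.184 to 1.279. Fits with 895 to 3010 calls gave -0.385 to -0.014. The 0.678 therefore weighs fits with few calls like those with many. A direct test of whether the step from low to medium differs from the step from medium to high passed at an adjusted p under 0.05 for 1 transcript in edgeR, comp57550_c0_seq1. Of the 61990 transcripts tested, 5371 had an unadjusted p under 0.05. DESeq2's Wald test called 790, with a log2 difference of the steps over 1 or under -1, which edgeR's test did not require. Without Low replicate 1, Medium replicate 5 or High replicate 4, edgeR's number was 9, 8 and 3, and without any other single library it was 0, except for 1 without Medium replicate 4. On simulated counts this test recovered 28 of 100 transcripts changed 8-fold and 1 of 100 changed 3-fold. From the few differentially expressed transcripts between low and medium infestation, the paper takes most of the response to come at the later stages and relates this to earlier reports that green ash may be responding too slowly.

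**Figure D4:**
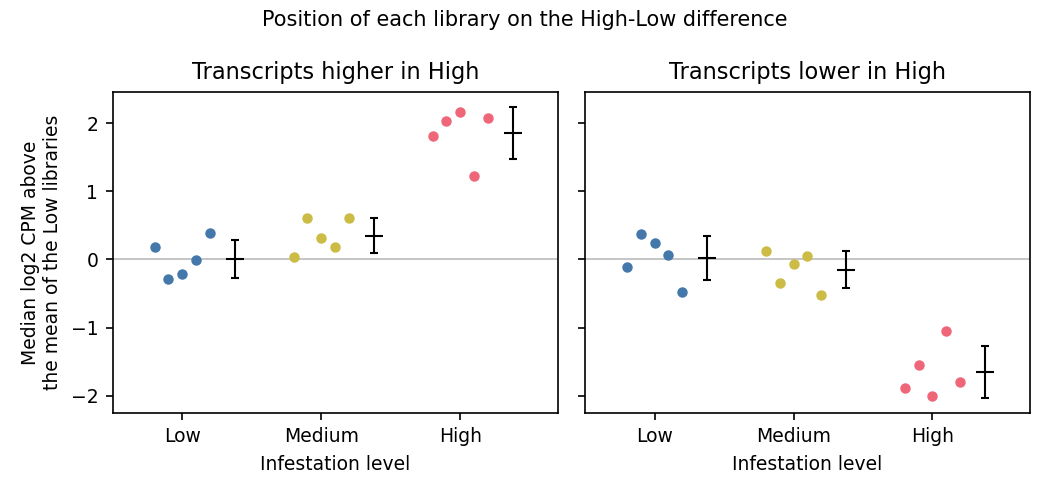
Median log2 CPM of each library above the mean of the libraries of low infestation, over the transcripts called higher (left) or lower (right) at high infestation, with the mean and SD of 5 libraries beside the points. In the left panel the libraries of medium infestation lie between 0.042 and 0.609 and those of high infestation between 1.22 and 2.17.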

Interestingly, the two transcripts identified in our analysis *Fraxinus_pennsylvanica_120313_comp54634_c0_seq3* and *Fraxinus_pennsylvanica_120313_comp56704_c0_seq12* that correspond to the EAB resistant orthologue groups identified in [14] were not differentially expressed in medium to low comparison indicating that these important resistance genes may only be activated late in the infestation. 

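At medium infestation the SNL6 transcript had 11.7 ± 2.38 CPM and the CML21 transcript 3.76 ± 0.921 CPM (SD, n = 5 libraries). Their log2 fold changes of medium against low infestation were 0.22 (SE 0.27, adjusted p = 1 from edgeR) and -0.67 (SE 0.24, adjusted p = 1). A direct test of the later against the earlier step gave a log2 difference of 1.02 for SNL6 (adjusted p = 0.567 from edgeR) and of 1.82 for CML21 (adjusted p = 0.294), so the steps were not shown to differ for either transcript.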

The 154 differentially expressed transcripts identified in the medium–low comparison could be investigated further to indicate early transcriptional networks that do respond to EAB in naturally infested green ash.

About one third of the differentially expressed transcripts and proteins, found in our analysis were also found in a previous transcriptomic experiment using artificially introduced EAB larvae on grafted saplings [19]. The overlap of these differentially expressed transcripts and proteins shows some consistency between the different ash populations.

The 14 proteins and 4 transcripts identified from the integrative analysis of the RNA-seq and proteomics experiments point to several processes of plant defense against emerald ash borer. The caffeoyl-CoA O-methyltransferase, two dirigent proteins, and a beta-glucosidase identified in the integrative analysis have putative functions associated with phenylpropanoid biosynthesis. Phenolic compounds, such as lignins, lignans, and more specialized metabolites such as verbascoside produced by phenylpropanoid pathway have been identified in the ash chemical defense response against EAB [9, 10]. Caffeoyl-CoA *O*-methyltransferases methylate hydroxyl groups of monolignols and have a core role in phenylpropanoid biosynthesis. Dirigent proteins mediate stereoselectivity of coniferyl alcohol radical coupling, and thereby direct the flow of precursors in lignin pathway [24]. Beta-glucosidases help regulate the glycosylation of phenolic metabolites by hydrolyzing glycosidic bonds, directing phenolic compounds into different pathways or changing them into a more active form. Beta-glucosidases have also been highlighted in previous chemical, transcriptomic and resistant gene studies of ash [12, 14, 19].

The peroxidase and multicopper oxidase proteins identified in our integrative analysis may be involved in the oxidation of phenolic compounds creating oxidized polyphenols, and phenoxyl radicals. The presence of these reactive oxygenated species in the phloem create a hostile environment for the developing larvae and are associated with higher resistance in Manchurian ash [12, 13].

Endo-chitinases are glycosyl hydrolyses that act on the internal 1,4 linkages of the polymer chitin and degrade it into smaller molecules and are upregulated after herbivory or environmental stress as part of plants' pathogenic response [25]. Chitinase activity was also shown to be higher in resistant Manchurian ash compared to susceptible black ash [12].

Putative functions for two proteins of the integrative analysis are associated with late embryonic proteins. The late embryogenesis abundant D 29-like protein, which is associated with the high infestation state while phosphoprotein ECPP44-like, a dehydrin, is associated with the low infested state. Late embryogenesis proteins are a type of highly hydrophilic glycine-rich protein that function in plant growth and development and response to abiotic stress [26].

Putative functions for two proteins of the integrative analysis are associated with protein turn over. The aspartyl aminopeptidase which is associated with the high infestation state and F-box protein which is associated with the low infested state. A F-box protein was also previously identified as a resistance gene in ash [14].

The putative function of a transcript of the integrative analysis is a probable strigolactone esterase DAD2. Strigolactone esterase DAD2 is involved with the strigolactone perception and signalling [27] while strigolactones are known plant hormones involved in branching, leaf senescence, root development, and plant–microbe interactions.

The putative function of a transcript of the integrative analysis is a pectinesterase. Pectinesterases are enzymes that modify pectin, an important component of the plant cell wall. Plant cell wall remodeling is a known response to abiotic stress [28].

## Conclusions

Altogether our study has identified specific transcripts and proteins that are activated at high levels of infestation. These transcripts and proteins are involved in plant defense processes that are consistent with previous studies of EAB infestation. Our strategy strengthens the characterization of the defense response in green ash and could be integrated to with other genomics studies to identify potential future targets for resistance against EAB. The limited transcriptional response of green ash to low levels of infestation highlights the need for a closer look of the transcriptomics and proteomics of early infestation.

## Methods

### Sample collection

EAB-infested green ash trees were sampled from on June 22, 2017, from five urban park sites, located in the municipalities of Laval, Repentigny, Lavaltrie, and Berthierville (QC, Canada). The location of these sites and the distances between the sites and between sampled trees are shown in Table S12. Permission to collect ash material was granted by private owners, institutions and the Parks and Green Spaces departments of the listed municipalities (Tables 1 and S1).

A green 12 funnel Lindgren trap and a green sticky Prism trap were placed in the upper 1/3 canopy of each tree, on the south or southwest face of each tree that was sampled. Each trap was baited with Z-3-hexenol (Solida: 40SY136) and Z-3-lactone (Solida: 40SY001). These traps were placed in selected trees on June 26, 2017 and trap counts were assessed on July 5, July 27 and August 6, 2017.

Ash canopy condition rating of each sampled tree was assessed based on criteria from Knight et al. 2014 [29]. Ash canopy conditions were given a rating from 1 to 5, where, 1-canopy is full and healthy, 2- canopy has started to lose leaves, 3- canopy has less than 50% dieback, 4- canopy has more than 50% dieback, 5- canopy has no leaves.

Trees were placed into an infestation category of high, medium or low based on total number of EAB catches and the ash canopy condition rating. The high infestation category had EAB trap catches > 40 and an ash canopy rating of 3–5. The medium infestation category had EAB trap catches between 40 and 15 and an ash canopy rating of 1–3. The low infestation category had EAB trap catches between 0 and 15 and an ash canopy rating of 1–3.

All of the trees sampled were located in an urban park environment and were free of other apparent pests.

Phloem and xylem samples were collected from infested trees using a cork borer with a diameter of 5 cm. Trees were sampled at breast height and two samples were taken per tree. These two samples were taken approximately 5 cm apart. Phloem and xylem tissue was removed from the sample and frozen on dry ice in the field. Upon return from the field, the sample was homogenised in liquid nitrogen with mortar and pestle and then stored at at -80 °C for further RNA or protein extraction. The two phloem and xylem samples were ground in liquid nitrogen together as one sample. This study complied with relevant institutional, national, and international guidelines and legislation.

### RNA-Seq analysis

#### RNA extraction and sequencing

Phloem and xylem tissue were homogenised in liquid nitrogen with mortar and pestle and then stored at at -80 °C for further RNA or protein extraction. 100 mg of the homogenized tissue was placed in a frozen 2 mL tube containing a ceramic bead and ground for 60 s at a frequency of 26 1/S with a TissueLyser II (Qiagen, Cat. 85,300). Total RNA was isolated using RNeasy Plant Mini kit (Qiagen, Cat. 74,903) with DNase treatments (RNase-Free DNase Set cat. No. 79254) according manufacturer’s instructions. The RNA was quantified using the Qubit 4 fluorometer (ThermoFisher) with the Qubit RNA BR Assay Kit (ThermoFisher, Cat. Q10211). RNA integrity (RIN) was tested with the Agilent RNA 6000 Nano Kit (Agilent, Cat. 5067–1511) on a 2100 Bioanalyzer instrument (Agilent, Cat. G2939BA) and all samples used for RNA-Seq had a RIN greater than 7.

The Illumina NeoPrep Library Prep System was used to prepare samples from 50 ng of total RNA extraction (Illumina, Documents: 15049720v01, 15049725v03, 15059581v02). TruSeq Standard mRNA Library Prep (Illumina, NP-202–1001) was used with the default indexes adapters A to P. At the last step, each processed sample collected from the library card was analysed for library quality check using a DNA 1000 chip on the 2100 Bioanalyzer (Agilent, Cat. 5067–1504). Finally, each sample was normalized manually at 10 nM and then pooled (5 μL × 16 samples) in one library for the Illumina sequencing platform.

The libraries composed of the 16 samples were sequenced into two lines in Rapid-Run Mode (16 samples/line) in a single flow cell for paired-end 100 bp with an Illumina HiSeq 2500 sequencing system. The samples were sequenced at the Centre Hospitalier de l'Université Laval sequencing platform (Quebec City, Canada).

#### Transcriptome mapping

The raw sequencing reads were trimmed, filtered and processed for a quality check using CLC Genomics Workbench (CLCBio, QIAGEN, http://www.clcbio.com). The adaptors and raw reads with a quality score less than 0.05 (default setting, Phread 13, 95%) were removed.

Trimmed reads remaining as pairs were mapped to the *Fraxinus pennsylvanica* 120,313 transcriptome assembly as reference (downloaded from https://www.hardwoodgenomics.org/) (NCBI Bioproject PRJNA273266) [19] using CLC Genomic Workbench software, version 11.0 (CLCBio, QIAGEN). This transcriptome has 107 611 putative unique transcripts. Total read counts per transcript for each sample were exported from CLC Genomics and used for differential analysis. Raw Illumina sequencing reads and read counts that were generated in our study have been deposited in NCBI's Gene Expression Omnibus, accession number GSE212332.

#### Differential expression analysis

Differential expression analysis was conducted using the DESeq2 package and R version 4.0.5 [30, 31]. Infestation category was set as the design. The log fold change for visualization and ranking was shrunk using ashr [32]. Transcripts with outlying high and low counts were eliminated from the differential expression analysis. Transcripts were considered differentially expressed if they had adjusted *p*-values < 0.05 after log_2_ fold shrinkage and a log_2_ fold change greater than |1|. The adjusted *p*-values used the Benjamin-Hochberg correction to control for the false discovery rate. Venn diagrams for overlapping differentially expressed transcripts were generated using the Venn webtool from Bioinformatics and Evolutionary Genomics, Ghent University (http://bioinformatics.psb.ugent.be/webtools/Venn/).

#### Real-time qPCR validation

To independently verify the results of our RNA-seq experiment, twelve genes were selected based on the dynamic range of transcript level between samples with a high, medium or low infestation rating. Primer design and testing optimized primer dimer, allelic specificity and anneal temperature. After an initial 15 min activation step at 95 °C, 40 cycles of PCR were performed using the following amplification conditions; (94 °C, 5 s; 62 °C to 68 °C, 120 s). Each reaction consisted of 0.6 µM of both forward and reverse primers, 1 ng of cDNA and 1 × Quantitech™ SYBR green mix (Qiagen, Cat. 204,145) in a final volume of 10 µl. Ct values from each target gene were normalized using an average Ct from two reference genes. The fold change was calculated using the 2(ΔCt) method.

### Proteomic analysis

#### Sample preparation prior to mass spectrometry

Proteins were extracted from phloem and xylem samples and prepared for proteomic analysis using the following protocol. 200 mg of the homogenized phloem and tissue samples were added to 500 µL of extraction buffer (0.5% sodium deoxycholate, 50 mM 1,4 dithiotreitol, 1 µM Pepstatin (Thermo Fisher Scientific), 1X Complete Mini Roche (Sigma Aldrich) in 50 mM ammonium bicarbonate) was added to each sample. Mechanical extraction was then performed using a Mixer mill MM400 (Retsh) with three inox beads of two cycles of 2 min at 30 Hz, turning the tube racks 180° between the cycles. Samples were centrifugated at 10 000 × g for 15 min at 4 °C to remove pellet debris. The supernatant was then filtered using a 0.45 µm Centrifugal Filter Membrane (Millipore) at 12 000 × g. Five volumes of acetone at -20 °C was added to the filtered sample and incubated at -20 °C overnight. After centrifugation at 16 000 × g for 15 min at 4 °C, the major part of the supernatant was discarded and the remaining acetone was left evaporated under the fume hood. The pellet was then resuspended with 50µL of 50 mM ammonium bicarbonate and protein concentration was measured using Bradford assay.

For each sample, a volume corresponding to 20 µg of proteins was used for subsequent analysis. Volumes were adjusted to 30 µL using 50 mM ammonium bicarbonate and sodium deoxycholate was added to a final concentration of 1%. The samples were heated at 95 °C for 5 min for protein denaturation. Cysteine disulfide bridges were reduced and alkylated using the following procedure. 1,4 dithiothreitol was added to a final concentration of 0.2 mM and incubated at 37 °C for 30 min. This was followed by the addition of iodoacetamide to a final concentration of 0.8 mM and incubated at 37 °C for 30 min in the dark.

Enzymatic digestion of the protein samples was initiated using 400 ng of trypsin enzyme (Promega), corresponding to an enzyme:protein ratio of 1:50, followed by an incubation at 37 °C overnight. Enzymatic digestion was stopped by acidification using 30µL of 3% acetonitrile, 1% trifluoroacetic acid, 0.5% acetic acid. This step also allowed the precipitation of sodium deoxycholate. Samples were finally centrifugated at 16 000 × g for 5 min and the supernatants were collected. The peptides resulting from trypsin digestion contained in these supernatants were purified on StageTips according to [33] using C18 Empore reverse phase. The samples were finally vacuum dried and stored at -20 °C prior to mass spectrometry analysis.

#### LC–MS/MS analysis

Each sample was resuspended at 0.2 µg/µL with 2% acetonitrile, 0.05%. A volume of 5 µL (equivalent to 1 µg peptides) was then analyzed by liquid chromatography coupled to tandem mass spectrometry (LC-MSMS) using an U3000 RSLCnano chromatographic system (Thermo Fisher Scientific) interfaced with an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific). The chromatographic separation was done on a reverse phase Acclaim PepMap 100 C18 column (75 µm internal diameter, 3 µm particles and 500 mm length; Thermo Fisher Scientific) using a 5–45% solvent B in 90 min gradient (Solvent A: 5% acetonitrile, 0.1% formic acid; solvent B: 80% acetonitrile, 0.1% formic acid) with a flow rate of 300 nl/min while the mass spectrometer was operating in Data Dependent Acquisition mode using Thermo XCalibur software version 3.0.63. Full scan mass spectra (350 to 1800 m/z) were acquired in the orbitrap at a resolution of 120 000. Internal calibration using lock mass on the m/z 445.12003 siloxane ion was used. Each MS scan was followed by acquisition of fragmentation MSMS spectra of the most intense ions for a total cycle time of 3 s (top speed mode). The selected ions were isolated using the quadrupole analyzer in a window of 1.6 m/z and fragmented by Higher energy Collision induced Dissociation (HCD) with 35% of collision energy. The resulting fragments were detected by the linear ion trap in Rapid scan rate. Dynamic exclusion of previously fragmented peptides was set for a period of 20 s and a tolerance of 10 ppm.

#### Database searching and Label Free Quantification

Spectra were searched against a green ash protein database derived from a transcriptome assembly (https://hardwoodgenomics.org/Transcriptome-assembly/1963024–52,899sequences) using the Andromeda module of MaxQuant software v.1.6.3.43 [34]. Trypsin/P enzyme parameter was selected with two possible missed cleavages. Carbamidomethylation of cysteines was set as fixed modification, methionine oxidation and acetylation of protein N-terminus as variable modifications. Mass search tolerance were 4.5 ppm and 0.6 Da for MS and MS/MS respectively. For validation of identifications, a maximum False Discovery Rate of 0.01 at PSM (Peptide Spectrum Match) and protein levels was used based on a target/decoy search. MaxQuant was also used for Label Free Quantification. The ‘match between runs’ option was enabled with 20 min as alignment time window and 0.7 min as match time window values. Only unique and razor peptides were used for quantification. All other parameters were set at default values. Proteomics data (LC–MS/MS raw files and database search results) are available on the ProteomeXchange data repository under the number PXD037126.

#### Data treatment and statistical analysis related to proteomics

The proteinGroups.txt file generated by MaxQuant was used in R software v 3.4 [31] to perform the following steps. The LFQ intensity values of each protein in each sample were normalized using the median of all LFQ intensity values in each sample. Missing values in the dataset were imputed using a noise value calculated as the first centile of all LFQ intensity values of each sample.

Pairwise analyses were then performed to identify differentially expressed proteins between 2 groups of samples. Only proteins having at least 80% of LFQ intensity values, before missing value imputation, in one of the two groups to compare were considered as quantifiable and only proteins with at least 2 quantified peptides were kept for further analysis. For each protein, a ratio between the two conditions to compare was calculated using the average of protein intensities in all samples of the same group. These ratios were then converted into z-score (*z* = (*x*-*μ*)/*σ* were (*x* = log2(ratio); *μ* = average of all log2(ratios); *σ* = standard deviation of all log2(ratios)) for data centering. A Limma statistical test [35] was performed to determine the probability of variation (*p*-value) of each protein between the two groups. The Benjamini–Hochberg method was used to adjust the *p*-values for multiple testing and thus obtain *q*-values. Proteins with a *q*-value < 0.05 and absolute value of *z*-score |*z*|> 1.96 were considered as significantly differentially expressed between the two groups of samples.

#### Integrative analysis

To identify transcripts and proteins involved in defense response to the emerald ash borer from transcripts and proteins abundances, a sparse partial-least-squares discriminant analysis (sPLS-DA) predicting the attack rating from both the transcriptomics and proteomics data sets was performed. A classification model was built using DIABLO [36] from the Mixomics R package [37]. As numbers of transcripts and proteins to consider for variable selection should be provided, a series of explaining variables numbers (from 2 to 50) was tested using cross-validation for each of transcriptomics and proteomics data sets. The best model, according to the error rate, was kept and variables with high loading weights on each component were extracted. In addition, high correlations between variables from different omics possibly indicating a link were extracted.

## Supplementary Information

**Additional file 1:** **Figure S1.** qPCR validation of RNA seq experiment. Normalized counts of RNA-Seq (blue) compared to Fold change of qPCR results (yellow) of eleven selected genes.

**Additional file 2:** **Figure S2.** Corelation of qPCR validation to RNA seq experiment. Normalize counts of RNA-Seq compared to Fold change of qPCR results of eleven selected genes. *R* value is shown on each chart.

**Additional file 3:** **Table S1.** Total trimmed reads mapped to *F. pennsylvanica *transcriptome.

**Additional file 4: Table S2.** The putative functions of differentially expressed transcripts found in high-low comparisons. **Table S3.** The putative functions of differentially expressed transcripts found in high-medium comparisons. **Table S4.** The putative functions of differentially expressed transcripts found in medium-low comparisons. **Table S5.** The putative functions of differentially expressed proteins found in high-low comparisons. **Table S6.** Differentially expressed transcripts found in the high-low comparison that were also differentially expressed in EAB treatment vs control (TvC) experiment from Lane et al. 2016 [19]. **Table S7.** Differentially expressed transcripts found in the high-medium comparison that were also differentially expressed in EAB treatment vs control (TvC) experiment from Lane et al. 2016 [19]. **Table S8.** Differentially expressed transcripts found in the medium-low comparison that were also differentially expressed in EAB treatment vs control (TvC) experiment from Lane et al. 2016 [19]. **Table S9.** Differentially expressed proteins found in the high-low comparison that were also differentially expressed in EAB treatment vs control (TvC) experiment from Lane et al. 2016 [19]. **Table S10.** Differentially expressed proteins/transcripts found in the integrative analysis that were also differentially expressed in EAB treatment vs control (TvC) experiment from Lane et al. 2016 [19]. **Table S11.** Differentially expressed transcripts found in the high-low and high-medium comparison that were also identified as EAB resistance genes by Kelly at al. 2020.

**Additional file 5: Table S12.** Location and sites of sampled trees. EAB-infested trees from five urban park sites located in the municipalities of Laval, Repentigny, Lavaltrie and Berthierville (Quebec, Canada). The GPS coordinates of each tree, the distance between trees at each site and the distances between sites are shown in this table.

## Data Availability

Transcriptomics data generated in this study (raw Illumina sequencing reads and processed data files) have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE212332. The proteomics data (MS raw files and MaxQuant search results) have been deposited on ProteomeXchange (PXD037126) through MassIVE repository.

## Abbreviations

EAB: Emerald ash borer
DNA: Deoxyribonucleic acid
GO: Gene ontology
HCD: Higher energy collision induced dissociation
INRS: Institut national de la recherche scientific
LC-MSMS: Liquid chromatography coupled to tandem mass spectrometry
LFQ: Label free quantification
MS: Mass spectrometry
mRNA: Messenger ribonucleic acid
NCBI: National center for biotechnology information
PCR: Polymerase chain reaction
qPCR: Quantitative polymerase chain reaction
RNA-seq: Ribonucleic acid sequencing
sPLS-DA: Sparse partial-least-squares discriminant analysis

# Supplementary material for: Integrative analysis of green ash phloem transcripts and proteins during an emerald ash borer infestation
**Source:** BMC Plant Biol. 2023 Mar 3;23:123. doi: 10.1186/s12870-023-04108-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. qPCR validation of RNA seq experiment. Normalized counts of RNA-Seq (blue) compared to Fold change of qPCR results (yellow) of eleven selected genes.

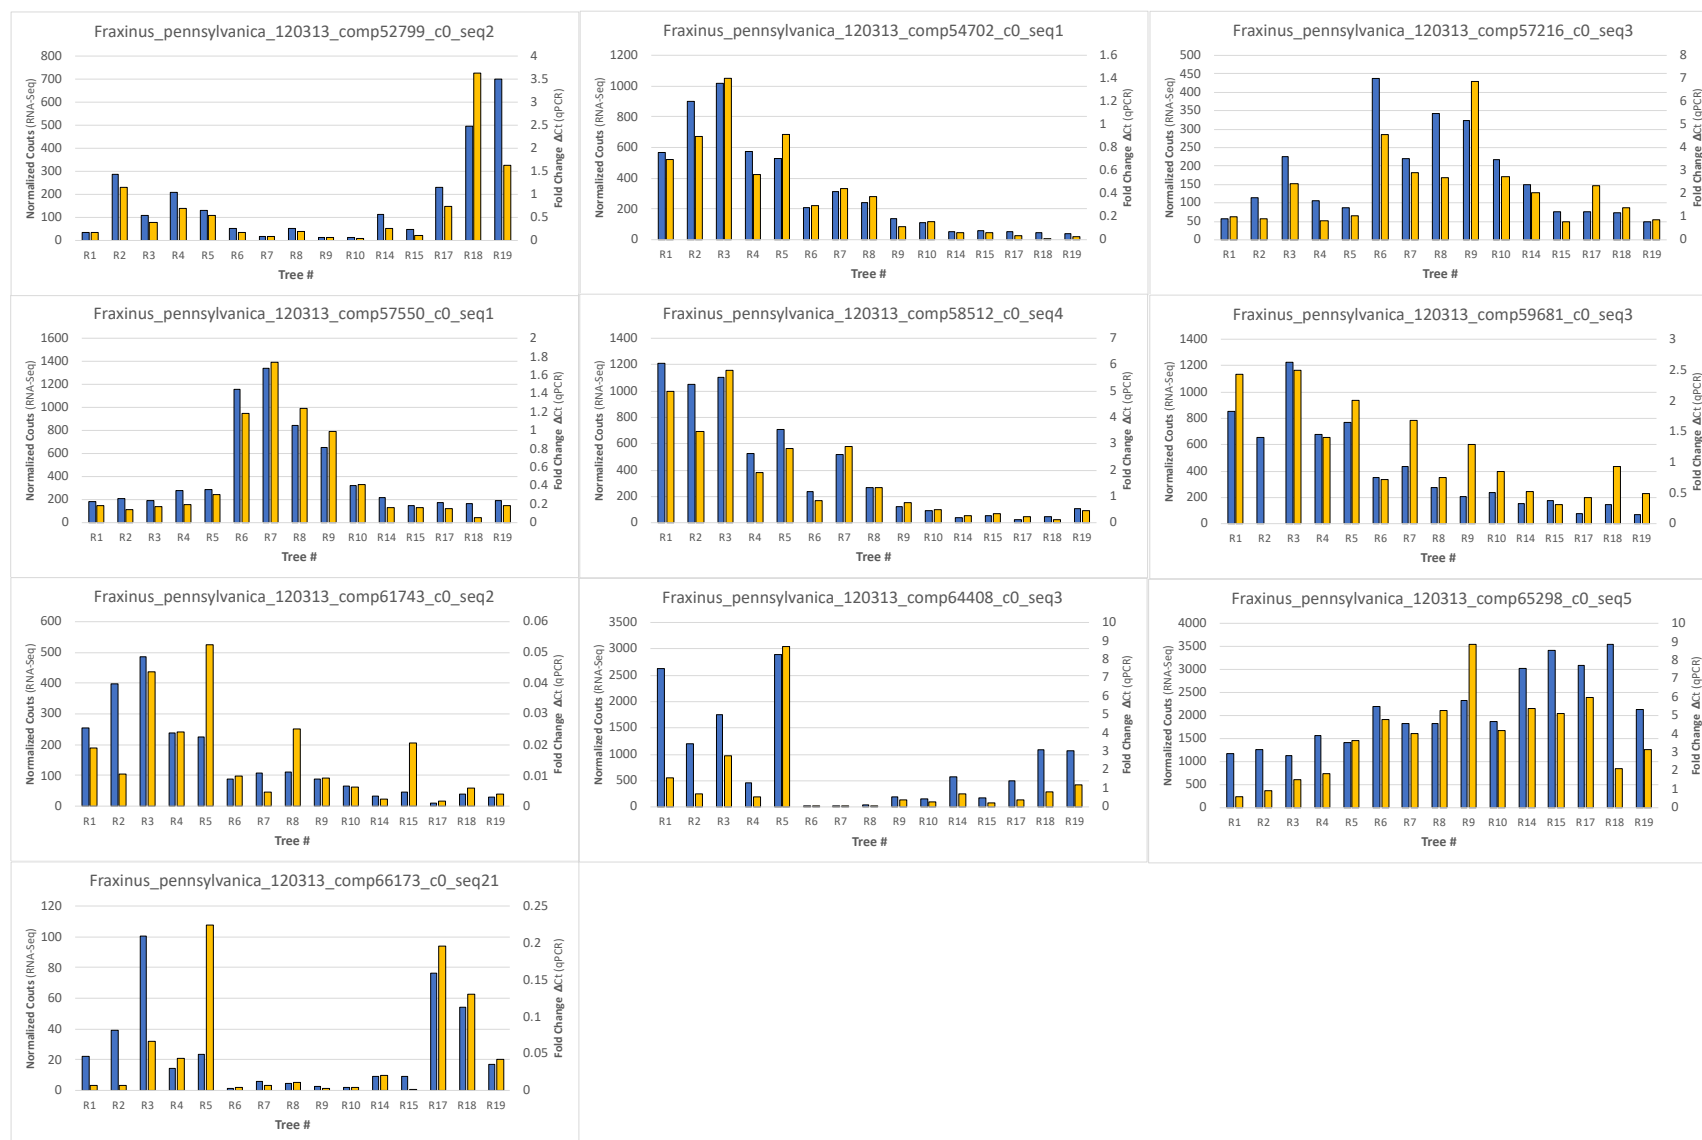

Figure S1. qPCR validation of RNA seq experiment. Normalized counts of RNA-Seq (blue) compared to Fold change of qPCR results (yellow) of eleven selected genes.

# Supplementary material for: Integrative analysis of green ash phloem transcripts and proteins during an emerald ash borer infestation
**Source:** BMC Plant Biol. 2023 Mar 3;23:123. doi: 10.1186/s12870-023-04108-y
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. Corelation of qPCR validation to RNA seq experiment. Normalize counts of RNA-Seq compared to Fold change of qPCR results of eleven selected genes. R value is shown on each chart.

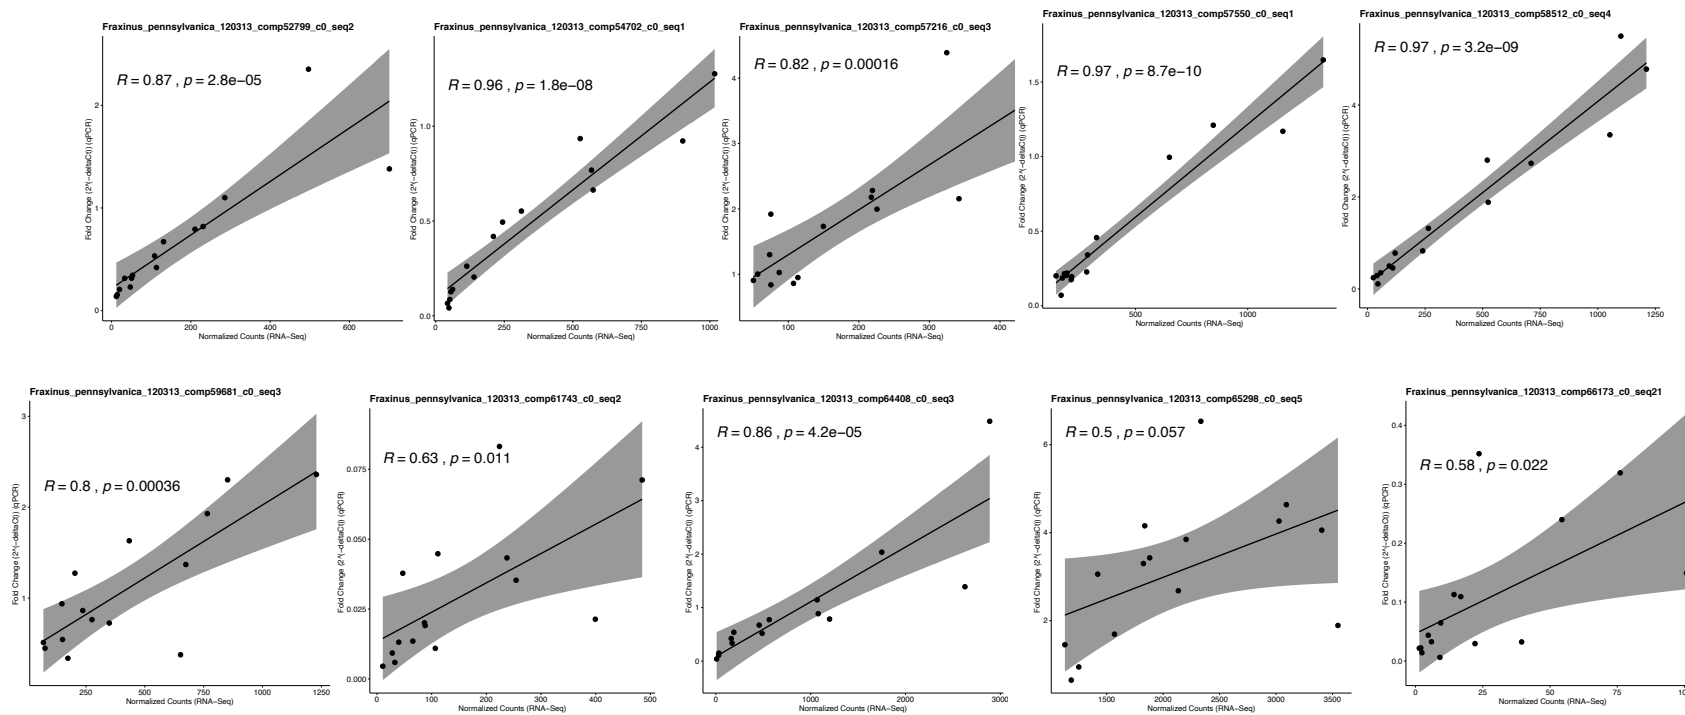

Figure S2. Corelation of qPCR validation to RNA seq experiment. Normalize counts of RNA-Seq compared to Fold change of qPCR results of eleven selected genes. R value is shown on each chart.

# Supplementary material for: Integrative analysis of green ash phloem transcripts and proteins during an emerald ash borer infestation
**Source:** BMC Plant Biol. 2023 Mar 3;23:123. doi: 10.1186/s12870-023-04108-y
**Supplement:** Supplementary file 3 — Additional file 3: Table S1. Total trimmed reads mapped to F. pennsylvanica transcriptome.

Table S1. Total trimmed reads mapped to *F. pennsylvanica* transcriptome

Tree #	Infestation Category	Total trimmed reads	Mapped in pairs		Mapped in broken pairs		Not mapped	
1	High	14 690 612	11 708 958	80%	1 810 880	12%	1 170 774	8%
2	High	15 512 710	12 822 416	83%	1 739 559	11%	950 735	6%
3	High	22 050 742	17 426 402	79%	2 698 548	12%	1 925 792	9%
4	High	13 189 032	10 545 722	80%	1 496 291	11%	1 147 019	9%
5	High	21 974 406	17 670 404	80%	2 499 590	11%	1 804 412	8%
6	Medium	12 432 224	9 376 926	75%	1 989 450	16%	1 065 848	9%
7	Medium	22 925 036	17 923 634	78%	2 981 272	13%	2 020 130	9%
8	Medium	22 347 330	16 101 116	72%	4 013 535	18%	2 232 679	10%
9	Medium	24 771 408	18 770 468	76%	3 405 300	14%	2 595 640	10%
10	Medium	20 889 444	16 925 668	81%	2 276 877	11%	1 686 899	8%
14	Low	20 812 264	16 225 350	78%	2 888 410	14%	1 698 504	8%
15	Low	19 691 518	15 287 428	78%	2 783 466	14%	1 620 624	8%
17	Low	22 330 642	17 657 602	79%	2 920 052	13%	1 752 988	8%
18	Low	23 646 162	17 832 480	75%	3 817 122	16%	1 996 560	8%
19	Low	19 914 928	15 635 408	79%	2 695 717	14%	1 583 803	8%

# Supplementary material for: Integrative analysis of green ash phloem transcripts and proteins during an emerald ash borer infestation
**Source:** BMC Plant Biol. 2023 Mar 3;23:123. doi: 10.1186/s12870-023-04108-y
**Supplement:** Supplementary file 5 — Additional file 5: Table S12. Location and sites of sampled trees. EAB-infested trees from five urban park sites located in the municipalities of Laval, Repentigny, Lavaltrie and Berthierville (Quebec, Canada). The GPS coordinates of each tree, the distance between trees at each site and the distances between sites are shown in this table.

Table S12. Location and sites of sampled trees. EAB-infested trees from five urban park sites located in the municipalities of Laval, Repentigny, Lavaltrie and Berthierville (Quebec, Canada). The GPS coordinates of each tree, the distance between trees at each site and the distances between sites are shown in this table.

Tree #	Infestation Category	Location	Site	GPS coordinates	Distance between trees (meters)	Distance between sites (kilometers)
1	High	Laval	INRS	45.54118362000974,<br>-73.7191003887428	1 and 2: 31 m<br>1 and 3: 36 m	Laval and île Lebel: 31 km<br><br>Laval and Parc Entramis: 31 km<br><br>Laval and Parc Gérard Lavallée: 51 km<br><br>Laval and Parc Chapelle des Cuthbert: 74 km
2	High	Laval	INRS	45.54157681546907,<br>-73.71915411045124	2 and 3: 6 m<br>2 and 4: 21 m	
3	High	Laval	INRS	45.541586222025316,<br>-73.71914873828041	3 and 4: 24 m<br>3 and 5: 88 m	
4	High	Laval	INRS	45.54146057764722,<br>-73.71937008533232	1 and 4: 19 m<br>4 and 5: 73 m	
5	High	Laval	INRS	45.54080898026276,<br>-73.71916573238266	1 and 5: 57 m<br>2 and 5: 78 m	
6	Medium	Repentigny	île Lebel	45.73828486932364,<br>-73.44156945111312	6 and 7: 36 m	île Lebel and Parc Entramis: 2.5 km<br><br>île Lebel and Gérard Lavallée: 21 km<br><br>île Lebel and Chapelle des Cuthbert: 44 km
7	Medium	Repentigny	île Lebel	45.73856466634799,<br>-73.44131269968666		
8	Medium	Repentigny	île Lebel	45.73668779882954,<br>-73.44361445365824	6 and 8: 232 m	
9	Medium	Repentigny	Parc Entramis	45.754099095792434,<br>-73.461038481575	9 and 10: 57 m	Parc Entramis and Parc Gérard Lavallée: 20 km<br><br>Parc Entramis and Parc Chapelle des Cuthbert: 43 km
10	Medium	Repentigny	Parc Entramis	45.75641823040004,<br>-73.46071125066224		
14	Low	Lavaltrie	Parc Gérard Lavallée	45.88360959140864,<br>-73.27600928468352	14 and 15: 75 m	Parc Gérard Lavallée and Chapelle des Cuthbert: 24 km
15	Low	Lavaltrie	Parc Gérard Lavallée	45.88360210126801,<br>-73.27541211199188		
17	Low	Berthierville	Chapelle des Cuthbert	46.08980294719966,<br>-73.17693768071061	17 and 18: 22 m	
18	Low	Berthierville	Chapelle des Cuthbert	46.08966529275788,<br>-73.17703424024975	18 and 19: 46 m	
19	Low	Berthierville	Chapelle des Cuthbert	46.089189080147214,<br>-73.17685721442798	17 and 19: 68 m

How the deposited data were processed for this re-analysis (not part of the article)

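RNA was measured in phloem and xylem borings of 15 green ash trees, 5 each of low, medium and high infestation. The authors trimmed the reads, mapped them to the transcript assembly and exported, for each library, the count of each transcript without normalization, and these counts were used as deposited. Both mates of a read pair are counted, and counts of all transcripts sum to 11366376 to 22175768 per library. Infestation level and replicate number of each library were taken from its sample label, and the numbers were not taken to pair libraries of different levels. Each library was matched to the tree of its level whose mapped reads in Table S1 equal its total, and only the note in Table 1 on whose proteins were measured was taken from the trees.

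Counts were fitted with edgeR 4.0.16 in R 4.3.3: TMM scaling, the filter for low counts by level, a robust quasi-likelihood fit of all 15 libraries with level as the only term, and quasi-likelihood F tests of high against low, high against medium and medium against low infestation. A further test compared the step from low to medium with the step from medium to high. P-values were adjusted by the Benjamini-Hochberg method over the 61990 transcripts tested, and a transcript was called at an adjusted p under 0.05 and a log2 fold change over 1 or under -1. edgeR's test of the steps had no minimum change, while that of DESeq2 kept the minimum. Standard errors are the log2 fold change divided by the square root of F. A fold against a level without counts was computed against a floor of 3 counts over the level. The common dispersion was 0.372. The median correlation of log2 CPM (prior count 2) between libraries was 0.839 within and 0.814 between levels.

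The rule for the transcripts that are named was set before the counts were examined, when the descriptions and fold changes of part of Table S2 had been seen. It names those of Table 2 and the candidates, those readable in the picture of Fig. S1, and of each function list the 3 with the smallest p between high and low infestation. It also names, for each comparison, the 5 called transcripts with the largest rise and the 5 with the largest fall among those with a described function and a mean of at least 1 CPM, and undescribed ones without counts at a level or with the largest change. The function lists were drawn, also before, from the part of Table S2 that was held, which gives only transcripts that the study called between high and low infestation. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

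The tests were tried on simulated data with 100 transcripts changed 3-fold and 100 changed 8-fold. Between high and low infestation, edgeR recovered 25 and 63 of them, and 3 of its 91 calls were of transcripts not changed. Between high and medium infestation it recovered 24 and 62. The test of the steps recovered 1 and 28, and its criterion for passing was replaced after a first run had failed it. DESeq2 with shrunken fold changes recovered 49 and 84 between high and low infestation, and 82 of its 215 calls were of transcripts not changed. The simulated counts were drawn with edgeR's own dispersions, equal in all levels. They held far fewer changed transcripts than were called in the data. The share of false calls and the recovery therefore do not carry over to the data, and the 2 methods are not compared on equal terms.

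Alternatives set before the data were examined were DESeq2 1.42.0 with its Wald test, the same with shrunken fold changes, DESeq2-style size factors in edgeR, no filter, a mean of at least 50 counts, only the libraries of the compared levels, counts summed per assembly component, edgeR's test against a log2 fold change of 1, no minimum fold change, the replicate number as a block, and leaving out each library in turn. The shrinkage there is an approximation of ashr, which differed from ashr 2.2.63 by at most 0.05399 on the log2 scale on simulated counts. Alternatives chosen after seeing the data were DESeq2 with the ashr package on transcripts with a total above 10 counts, leaving out the most abundant transcript, leaving out 3 libraries, halving the counts, thinning all libraries to equal depth, and using only the trees whose proteins were measured with the libraries of medium infestation. Other splits of the samples were drawn with a fixed seed, 100 for edgeR and 21 for DESeq2. The protein and qPCR values were not analysed here.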

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

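The tests on the share of xylem, on a transcript with a large share of the counts and on the number of transcripts detected at equal depth, and the interval on the share of calls with all libraries on one side, were chosen only after the result was seen; the other tests were set before.

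In 12 of 123 groups of 5 libraries, 1 library lay far from the other 4, with a gap of more than 0.71 of the range of its group, which chance gives in about 1 of 20 groups. The total count of Medium replicate 1 was 11366376, against 19202545 to 22175768 in the other libraries of its level. The mean of the actin and myosin list relative to the mean of all 15 libraries was -0.158 in High replicate 4 and -1.495 to -1.127 in the others. High replicate 4 was also lowest in log2 CPM of the endochitinase comp61147_c0_seq1, with 4.82 against 9.14 to 9.93, of DAD2 comp51972_c0_seq3, with 2.61 against 4.57 to 5.34, and of the kynurenine formamidase comp60417_c0_seq1, with 0.46 against 2.66 to 3.48. The log2 CPM of the beta-glucosidase comp59303_c1_seq3 was -0.24 in Medium replicate 1 and 2.86 to 3.52 in the others. That of the ECPP44-like comp53851_c0_seq1 was 2.53 in High replicate 3 against 4.14 to 4.57, and 4.62 in Medium replicate 5 against 1.74 to 2.3. That of the late embryogenesis protein comp53180_c0_seq1 was -3.18 in Low replicate 2, without a count there, and 0.11 to 1.38 in the others. The dirigent protein comp53477_c0_seq1 reached -1.87 in Medium replicate 1 and the peroxidase comp59415_c0_seq2 -2 in Medium replicate 3, where the other libraries of that level had no count. CML21, comp56704_c0_seq12, reached 2.45 in Medium replicate 2 against 1.71 to 1.9.

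The step from medium to high infestation minus that from low to medium was -4.19 for comp57550_c0_seq1 (adjusted p = 0.0225 from edgeR), the transcript for which the steps differed. Of 100 splits of the libraries, 15 gave at least 1 such transcript, so chance is not excluded for this number. The highest other split gave 946, and its middle group held 4 of the 5 libraries of high infestation. Other splits with 4 of these in the middle group gave 600, 56, 0 and 0, so such a group does not always give many.

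In high against low infestation, the medians of the phloem and xylem lists were 1.87 and -2.04. The share of counts in the most abundant transcript can shift all others by at most 0.211 on the log2 scale between a high and a low library, which argues against it as the whole cause. At equal depth the medians were 1.94 and -2.03. The counts are scaled for depth with or without thinning, so these medians could hardly move and say little about depth. A lower share of xylem in the borings of high infestation may account for them and cannot be told apart from a change within the tissues: after each level's mean was taken off, the list means of the 15 libraries had r = -0.443 (p = 0.116, 100000 permutations within levels), and -0.264 without the 2 farthest libraries. Both lists were drawn from the study's own calls in these libraries. Response to infestation and place remain open as untested explanations.

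DESeq2 with shrunken fold changes called 154 transcripts between medium and low infestation, where edgeR called 0 (2045 at an unadjusted p under 0.05). Of 21 splits of the libraries, 2 gave at least as many and the highest other split gave 261, so chance is not excluded. Of the 154 transcripts, 81 (52.6%, exact 95% interval 44.4 to 60.7) had all libraries of one level above all of the other. In 54, 1 library held over 0.5 of the counts of the higher level, and 59 had a zero in at least 5 of the 10 libraries. The rule set before counted 50% or more as speaking against a few libraries with high counts carrying the calls, and 52.6% lies just above that. The interval, chosen later, covers 50%. It treats the transcripts as independent although all come from the same 10 libraries, so it may be too narrow and cannot decide. Whether a few libraries carry the calls is therefore not told apart from a difference between levels.

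High replicate 2, Medium replicate 5 and Low replicate 1 lay apart from the other libraries on the second principal component. After thinning to equal depth 3 of the 3 were still apart, which argues against a difference in depth between libraries. A lower number of transcripts detected at equal depth held for 2 of the 3 in their level and cannot be told apart, since Medium replicate 5 was close to the lowest library. No biological explanation was tested.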

How the results depend on the processing

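DESeq2 with the ashr package on transcripts with a total above 10 counts, leaving out the most abundant transcript, leaving out 3 libraries, halving the counts, thinning to equal depth and using the trees with proteins were chosen after the results were seen; the other alternatives were set before.

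Values are given for high-low higher and lower, high-medium higher and lower, medium-low higher and lower, transcripts whose steps differ, calls shared by high-low and high-medium, by high-low and medium-low and, in either direction, by high-medium and medium-low, calls in the lists, and Table 2 with the candidates; in edgeR these were 956, 1179, 932, 962, 0, 0, 1, 1185, 0, 0, 181 and 9. Only values that moved are listed. DESeq2's Wald test gave 2665 and 2158, 2584 and 2025, 104 and 67, 790 for the steps (with a minimum log2 difference of 1, unlike edgeR), 2887, 97 and 65 shared and 279 in the lists. With shrunken fold changes it gave 1869 higher in high-low, 1905 higher in high-medium, 98 and 56 in medium-low and 1895, 80 and 55 shared. With ashr and a total above 10 counts these were 1952, 1955, 97 and 60, and 1962, 85 and 55, with 279 in the lists and a median of 0.001 for the medium-low value of the transcripts higher in high infestation (0.325 in edgeR). This median is of shrunken fold changes over the calls of that setting, so it is not comparable with edgeR's.

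edgeR's test against a log2 fold change of 1 gave 30 and 2 in high-low, 0 and 0 in high-medium and 0 shared. The replicate block gave 447 and 691, 282 and 423, 1 and 1, 0 for the steps, 511, 2 and 1 shared and 107 in the lists. With only the libraries of the compared levels, high-medium lower was 548 and the first shared number 650, with fewer libraries to estimate the spread. A mean of at least 50 counts gave 2 and 2 in medium-low and 2 and 3 in the last shared numbers. Counts summed per component gave 2 and 2, 5 for the steps, and 1 and 2 shared. Leaving out 3 libraries gave 1 and 1, 2 for the steps, 1 and 2 shared, and 5 of Table 2 with the candidates. Halved counts gave 1 and 2, and 1 and 2 shared, and equal depth gave 2 for the steps. The trees with proteins and medium infestation gave 1791 and 1887, 1430 and 1505, 0 for the steps and 2294 for the first shared number. Beyond the fewer libraries and the stricter tests, the cause was not tested.

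Leaving out 1 library gave 297 (Low replicate 3) to 1392 (Low replicate 5) higher and 423 (Low replicate 2) to 1707 (High replicate 4) lower in high-low. High-medium gave 155 (Medium replicate 1) to 1331 (High replicate 4) higher and 275 (Medium replicate 1) to 1482 (High replicate 4) lower. Medium-low gave 0 to 4 higher and 0 to 2 lower (Low replicate 1), the steps 0 to 9 (Low replicate 1), and the shared numbers 354 (High replicate 5) to 1975 (High replicate 4), 0 to 5 and 0 to 2. The lists gave 58 (Low replicate 2) to 199 (High replicate 4), Table 2 with the candidates 5 to 10, and the medians of the medium-low value 0.239 to 0.517 and -0.248 to -0.078. No log2 fold change of a called transcript changed sign under the alternatives run, but those of 2 uncalled ones did, comp44937_c0_seq1 (-0.207 to 0.086 without 1 library) and comp45985_c0_seq1 (-0.063 to 0.371). More transcripts were lower than higher in high-low, and more were higher with the Wald test, shrunken fold changes (1869 and 1432), ashr (1952 and 1509) and the test against a log2 fold change of 1. Of the values of single transcripts and lists, 3123 stayed on their side of the threshold or within their spread, 283 no longer passed, 27 newly passed and 573 moved.

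Other splits of the libraries gave at least as many calls in 1 of 100 splits, the real one, for high-low (2135, highest other 451), high-medium (1894, highest other 1131) and the calls they share (1185, highest other 3). Chance allocation of the libraries to groups is thus unlikely to give these numbers. The splits cannot separate infestation level from place. For medium-low the real number was 0, which any split reaches (highest other 3), so the splits say nothing about it.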

Differences from the paper's values

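DESeq2 with the ashr package on transcripts with a total above 10 counts and the fit of the trees with proteins were chosen after seeing the values; the other alternatives named here were set before the data were examined.

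The paper states 1955 transcripts higher in high than in low infestation, and edgeR called 956 at the same thresholds on fold changes that were not shrunken. For high against medium infestation the paper states 1955 higher and edgeR called 932. Both fall within 1.5 times the paper's value with DESeq2's Wald test (2665 and 2584), with shrunken fold changes (1869 and 1905) and without High replicate 4 (1370 and 1331). High-low also does without Low replicate 5 (1392), and the other alternatives set before left both outside. For medium against low infestation the paper states 101 higher and 57 lower, and edgeR called 0 and 0 (2045 at an unadjusted p under 0.05). Here the Wald test (104 and 67) and shrunken fold changes (98 and 56) came within 1.5 times, and no other alternative set before did.

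In the areas of Fig. 2, the paper gives 1304 in high-medium alone and 709 were found here. It gives 29 in medium-low alone, 77 shared by high-low and medium-low, 40 shared by high-medium and medium-low and 12 in all 3 comparisons, and 0 were found for each. It gives 1945 shared by high-low and high-medium, against 1185 here. With the Wald test (1670, 23, 83, 51, 14 and 2874) and with shrunken fold changes (1268, 31, 68, 43, 12 and 1883) these 6 areas came within 1.5 times the paper's values. High-medium alone also did without Low replicate 2 (1333) or 3 (1100). The area of high-low and high-medium also did with a mean of at least 50 counts (1490), counts summed per component (1562), no minimum fold change (1479) and without High replicate 4 (1975), Medium replicate 5 (1314) or Low replicate 5 (1518). The other alternatives set before did not. With DESeq2 and ashr on transcripts with a total above 10 counts, chosen after seeing the values, the calls were 1952 higher and 1509 lower, 1955 and 1355, and 97 and 60, with areas of 1305, 29, 73, 43, 12 and 1950. This setting drops 1 of the paper's called transcripts in the part of Table S2 held. The libraries of the trees with proteins and of medium infestation, also chosen after seeing the values, gave 1791 higher in high-low, 1430 higher in high-medium and 2294 in the area these share, within 1.5 times the paper's, but 641, 0, 0, 0 and 0 in the other areas. They drop 365 of the paper's called transcripts in the part held.

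Table S2 gives the paper's log2 fold changes of high against low infestation, which are shrunken. Of 54 named transcripts in the part held, 52 were within the larger standard error of the paper's value and 54 had its sign. The others follow. For comp43989_c0_seq1 the paper's value is -2.69 and edgeR gave -4.38, and for comp41417_c0_seq1 the paper's value is -2.99 and edgeR gave -4.52. With shrunken fold changes, set before, they were -2.68 and -2.95, and with ashr and a total above 10 counts, chosen after seeing the values, -2.72 and -3.02. The value of comp43989_c0_seq1 also came within the larger error without High replicate 1 (-4.07), High replicate 5 (-4.02) or Low replicate 1 (-3.54). That of comp41417_c0_seq1 did with the replicate block (-3.72) and without High replicate 2 (-4.26) or Low replicate 2 (-3.58). The other alternatives set before did not.

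The paper identifies the SNL6 and CML21 transcripts in its high-low and high-medium comparisons. Here SNL6 was called in both, while CML21 had a log2 fold change of 1.14 against medium infestation (adjusted p = 0.022 from edgeR) and of 0.47 against low infestation (adjusted p = 0.318 from edgeR), and no setting run called it against low infestation.

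The paper attributes a phosphoprotein, an F-box protein and an unknown transcript to the state of low infestation. The RNA log2 fold changes of high against low infestation were 1.18 for the ECPP44-like comp53851_c0_seq1, 0.16 for the F-box comp64810_c0_seq7 and -0.03 for comp44937_c0_seq1, and none passed edgeR's test (adjusted p = 0.387, 0.782 and 0.981). Over the 8 trees whose proteins were measured, they were 0.87, 0.06 and -0.06. For the phosphoprotein the paper's attribution is of a protein, so the measures are unlike there, and the paper's model weighs all features together, unlike a test of single transcripts.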

Other observations

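Leaving out each library was set before the data were examined, and the correlations between libraries were chosen only after the counts had been seen.

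Without High replicate 4, edgeR called 3077 transcripts between high and low and 2813 between high and medium infestation, against 2135 and 1894 with all libraries.

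Correlations between libraries with the same replicate number in different levels, after each level's mean was taken off, were -0.188 to 0.0658.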
